# Vaccination accelerates hepatic erythroblastosis induced by blood-stage malaria

**DOI:** 10.1186/s12936-020-3130-2

**Published:** 2020-01-29

**Authors:** Denis Delic, Frank Wunderlich, Saleh Al-Quraishy, Abdel-Azeem S. Abdel-Baki, Mohamed A. Dkhil, Marcos J. Araúzo-Bravo

**Keywords:** Liver, Blood-stage malaria, *Plasmodium chabaudi*, Protective vaccination, Extramedullary erythropoiesis

## Abstract

**Background:**

Vaccination induces survival of otherwise lethal blood-stage infections of the experimental malaria *Plasmodium chabaudi*. Blood-stage malaria induces extramedullary erythropoiesis in the liver. This study investigates how vaccination affects the course of malaria-induced expression of erythrocytic genes in the liver.

**Methods:**

Female Balb/c mice were vaccinated at week 3 and week 1 before challenging with 10^6^ *P. chabaudi*-parasitized erythrocytes. The non-infectious vaccine consisted of erythrocyte ghosts isolated from *P. chabaudi*-infected erythrocytes. Gene expression microarrays and quantitative real-time PCR were used to compare mRNA expression of different erythrocytic genes in the liver of vaccination-protected and non-protected mice during infections on days 0, 1, 4, 8, and 11 *p.i.*

**Results:**

Global transcriptomics analyses reveal vaccination-induced modifications of malaria-induced increases in hepatic gene expression on days 4 and 11 *p.i.* On these days, vaccination also alters hepatic expression of the erythropoiesis-involved genes *Ermap, Kel, Rhd*, *Rhag*, *Slc4a1, Gypa, Add2, Ank1, Epb4.1, Epb4.2, Epb4.9, Spta1, Sptb, Tmod1*, *Ahsp, Acyp1*, *Gata1, Gfi1b, Tal1, Klf1, Epor*, and *Cldn13*. In vaccination-protected mice, expression of these genes, except *Epb4.1*, is significantly higher on day 4 *p.i.* than in un-protected non-vaccinated mice, reaches maximal expression at peak parasitaemia on day 8 *p.i.,* and is slowed down or even decreased towards the end of crisis phase on day 11 *p.i..* After day 1 *p.i., Epor* expression takes about the same course as that of the other erythroid genes. Hepatic expression of *Epo,* however, is delayed in both vaccinated and non-vaccinated mice for the first 4 days *p.i.* and is maximal at significantly higher levels in vaccinated mice on day 8 *p.i.*, before declining towards the end of crisis phase on day 11 *p.i.*

**Conclusion:**

The present data indicate that vaccination accelerates malaria-induced erythroblastosis in the liver for 1–2 days. This may contribute to earlier replenishment of peripheral red blood cells by liver-derived reticulocytes, which may favour final survival of otherwise lethal blood-stage malaria, since reticulocytes are not preferred as host cells by *P. chabaudi*.

## Background

Malaria has caused about 219 million cases and about 435,000 deaths globally in 2017, with about 266,000 deaths in children aged under 5 years [1]. Currently, promising vaccine candidates are tested, but an effective anti-malarial vaccine is not yet commercially available [2–4].

The malaria-causing agents are parasitic protozoans of the genus *Plasmodium*, whose blood-stages, developing and multiplicating within host erythrocytes, exclusively cause morbidity and mortality of malaria [3]. The deadliest human malaria species is *Plasmodium falciparum* causing about 99% of global malaria-related deaths in humans [1]. *Plasmodium falciparum* shares several characteristics with *Plasmodium chabaudi* in mice which is, therefore, widely used as an appropriate experimental system to study host defense mechanisms against blood-stage malaria [5, 6]. The *P. chabaudi* model is also appropriate to study effects of vaccination on the outcome of blood-stage malaria. Using an experimental non-infectious vaccine, survival of mice can be raised from 0% to over 80% [7, 8]. This vaccine induces a healing course of otherwise lethal infections. For instance, primary infections with 10^6^ *P. chabaudi*-parasitized erythrocytes take a similar course in terms of parasitaemia in vaccinated and non-vaccinated mice of the inbred mouse strain Balb/c [8]. The prepatent phase lasts for about 3 days, before the patent period begins on day 4 *post infectionem* (*p.i.*), characterized by the appearance of parasitized erythrocytes in the peripheral blood. The parasitaemias vary among infected mice between 1–5% without any difference between vaccinated and non-vaccinated mice. Maximum parasitaemia is reached on day 8 *p.i.* with about 60% parasitaemia in non-vaccinated mice, whereas it is reduced to about 40% in vaccinated mice. Peak parasitaemia is followed by the crisis phase characterized by dramatically declining parasitaemias to 5–1% within 3–4 days. All non-vaccinated mice succumb to infection during crisis, whereas over 80% of the vaccinated mice survive the infections [8].

The massive clearance of *P. chabaudi*-parasitized erythrocytes from circulation during crisis is ascribed to the spleen, which is widely considered as the exclusive effector organ against blood-stage malaria [9, 10]. Indeed, the spleen is thought of using the same mechanisms for eliminating malaria-parasitized erythrocytes in its red pulp, by which it normally removes senescent erythrocytes from circulation. Moreover, the liver is increasingly recognized as an effector organ against blood-stage malaria [11] due to its intrinsic immune system, its specific iron disposal system, and its capability to remove senescent and other aberrant erythrocytes including *P. chabaudi*-parasitized erythrocytes [11–16].

In *P. chabaudi* infections, the dramatic low levels of peripheral erythrocytes towards the end of crisis occur, though erythropoiesis is concomitantly active evidenced as increasing levels of peripheral reticulocytes [8]. Erythropoiesis is a highly complex process proceeding from the commitment of a haematopoietic stem cell to the megakaryocyte-erythroid lineage, which generates the primitive progenitors of the erythrocyte lineage, i.e., the slowly proliferating burst-forming unit-erythroid cells followed by the rapidly expanding colony-forming unit-erythroid (CFU-e) cells. These in turn are the precursors for the nucleated pro-erythroblasts and erythroblasts [17–19], which are arranged in erythroblastic islands organized around a central macrophage [20, 21]. Erythroblasts denucleate to reticulocytes which terminally differentiate to erythrocytes [20, 22]. Erythropoietin (EPO) and erythropoietin receptor (EPOR), respectively, play a critical role in erythropoiesis, in particular during erythroblastosis. EPOR is constitutively expressed on CFU-e and erythroblasts [23, 24]. EPO-sensitive erythropoiesis is obviously also critical for the outcome of *P. chabaudi* blood-stage malaria [25, 26]. In particular, EPO-induced proliferation of erythroid precursors has been described to be suppressed by parasite factors thus causing severe anaemia and exacerbating effects on the final outcome of *P. chabaudi* infections [27].

Erythropoiesis takes place in the bone marrow [20, 21]. Evidence, however, is increasing that, under specific stress situations, erythropoiesis can also take place outside the bone marrow. This stress or extramedullary erythropoiesis has been reported to occur in several organs, particularly in the spleen, of mice and even humans [20, 28–31]. Previously, the spleen was found to be a site of increased erythropoiesis in *P. chabaudi*-resistant C57BL/6 mice [32]. Thereafter, the liver was also found to be a site of malaria-induced erythropoiesis. Thus, blood-stage infections with the non-lethal *Plasmodium yoelii* 17XL in C57BL/6 mice were reported to induce large cell clusters containing TER119^+^ nucleated reticulocytes in the parenchymal space of the liver [33, 34]. This aspect has been neglected until recently when several erythrocytic genes were detected by transcriptomics screening analyses to be expressed in the liver of mice infected with *P. chabaudi* [35, 36]. At present, however, there is only poor information available on the dynamics of stress-induced extramedullary erythropoiesis in general and, in particular, on the dynamics of malaria-induced extramedullary erythropoiesis in the liver at the gene expression level. To get a better understanding of extramedullary erythropoiesis in the liver induced by blood-stage malaria and, particularly, its modulation by vaccination, this study comparatively analyses the time-course of expression of a series of erythrocytic genes in the liver during primary blood-stage infections of *P. chabaudi* taking a lethal outcome in non-vaccinated mice and, in parallel, during healing infections in vaccination-protected surviving mice. These data are discussed with respect to *P. chabaudi*-induced changes in peripheral blood previously analysed under identical experimental conditions as used here [8].

## Methods

### Mice

Experiments were performed with female Balb/c mice aged 10–12 weeks, which were delivered from the central animal facility of the University of Düsseldorf, where mice were bred under specified pathogen-free conditions. During infection experiments, mice were housed in plastic cages and received a standard diet (Woehrlin, Bad Salzuflen, Germany) and water ad libitum.

### Protective vaccination

Vaccination was performed under identical experimental conditions as described previously [8]. The non-infectious vaccine, consisting of erythrocyte ghosts isolated from *P. chabaudi*-parasitized erythrocytes, was prepared as detailed previously [7, 8, 37]. These membrane ghosts were previously characterized to contain parasite-synthesized proteins [38, 39]. Approximately 10^6^ ghosts suspended in 100 µl Freund’s complete adjuvant (FCA) were subcutaneously injected at weeks 3 and 1 before infection with *P. chabaudi* blood-stage malaria. In parallel, only FCA was injected in control mice.

### Blood-stage malaria of *P. chabaudi*

*Plasmodium chabaudi* infections were maintained in outbred mice by weekly passages of infected blood under sterile conditions. The non-clonal line of *P. chabaudi* [40], resembles *P. chabaudi* AS clone in terms of restriction fragment length polymorphism as well as dihydrofolate reductase and cysteine protease sequence identities [41]. Moreover, the used line of *P. chabaudi* is self-healing as the AS clone, which is under control of genes of the H-2 complex and the non-H-2 background as well as sex and sex hormones of the infected mouse strain [42]. The Balb/c mice were infected with 10^6^ *P. chabaudi*-infected erythrocytes. Parasitaemia was evaluated in Giemsa-stained smears from tail blood and erythrocytes were counted in a Neubauer chamber as described previously [8]. Both groups of vaccinated and non-vaccinated mice contained 4 ‘control’ mice, which were not sacrificed for liver sampling. All 4 mice in the non-vaccinated group succumbed to infection during crisis. In the vaccinated group, however, only 1 mouse succumbed to infection during crisis, whereas 3 mice survived the infection for at least 3 weeks, in accordance with previous results [8].

### Liver sampling

To analyse hepatic gene expression during the course of *P. chabaudi* infections, both vaccinated (V) and non-vaccinated mice (N) were concomitantly infected, and groups of 3 mice were sacrificed at different time points of infections: upon infection on day 0 *p.i.* (groups Vd0 and Nd0), at early prepatency on day 1 *p.i.* (groups Vd1 and Nd1), at early patency on day 4 *p.i.* (groups Vd4 and Nd4) when parasitized erythrocytes begin to appear in peripheral blood with parasitaemias varying between 1–5%, at peak parasitaemia on day 8 *p.i.* (groups Vd8 and Nd8), and towards the end of the crisis phase on day 11 *p.i.* (groups Vd11 and Nd11) when parasitaemia declined to 5–1%. The course of parasitaemia was previously determined in mice sacrificed in the different groups [43], which corresponded to that in living infected mice under identical experimental conditions [8]. Livers were aseptically removed from sacrificed mice, rapidly frozen in liquid nitrogen and stored at − 80 °C until use.

### RNA isolation

Frozen livers were individually ground in a mortar under liquid nitrogen. Total RNA was isolated from ‘pulverized’ aliquots of each individual liver by the standard Trizol protocol (Qiagen, Hilden, Germany), followed by an additional cleaning up with the miRNeasy Kit (Qiagen). The Agilent 2100 Bioanalyser platform (Agilent Technologies) was then used to check integrity and quality of RNA. The RIN values of all 30 liver RNA samples ranged between 8.7 and 9.1.

### Cy3 labelling of RNA

Each RNA sample (equivalents of 100 ng) were used to produce Cy3-labeled cRNA using the Agilent Low Input Quick Amp Labeling Kit (Agilent Technologies) according to the manufacturer’s protocol. Yields of cRNA and dye-incorporation were determined with the ND-1000 Spectrophotometer (NanoDrop Technologies). The incorporations ranged between 18 and 23 fmol Cy3/ng cRNA.

### Hybridization of Agilent mouse whole genome oligo microarrays

Agilent’s 8x60 K oligo microarrays (design number 028005) were used, which contained 8 arrays per slide. Each array displayed 39,430 Entrez Gene RNAs. Using the Agilent Gene Expression Hybridization Kit, hybridization was performed according to the Agilent processing protocol (Agilent technologies). Specifically, 600 ng Cy3-labelled fragmented cRNA was hybridized overnight at 65 °C using Agilent’s recommended hybridization chamber and oven. Finally, the microarrays were washed with the Agilent Gene Expression Wash Buffer 1 for 1 min at room temperature and then with the preheated Agilent Gene Expression Wash Buffer 2 at 37 °C for 1 min.

### Scanning and analyses of microarrays

Microarrays were scanned with the Agilent’s Microarray Scanner System (Agilent Technologies). Microarray image files were processed with the Agilent Feature Extraction Software determining feature intensities (including background substraction), rejecting outliers and calculating statistical confidences of the array spots. All the 30 microarrays were normalized by the quantile method. When required, the expression variance was stabilized through the log_2_ transform. In-home functions developed in Matlab (MathWorks) were used to construct heat maps, the hierarchical clustering dendrograms (calculated using the unweighted pair group method with arithmetic mean and Euclidean distance measure), and the principal component analysis (PCA). The microarray data have been deposited at the NCBI’s Gene Expression Omnibus (GEO) database with accession number GSE129133.

### Microarray-based analyses of genes involved in erythropoiesis

The used Agilent’s 8x60K microarrays contain probes for the following genes: *Acyp1* (*acylphosphatase 1 erythrocyte isozyme*), *Add2* (*adducin2*), *Ahsp* (*α hemoglobin stabilizing protein*), *Ank1* (*ankyrin1*), *Cldn13* (*claudin13*), *Epb4.1* (*Erythrocyte membrane protein band 4.1*), *Epb4.2* (*Erythrocyte membrane protein 4.2*), *Epb4.9* (*Erythrocyte membrane protein 4.9*), *Epo* (*erythropoietin*), *Epor* (*erythropoietin receptor*), *Ermap* (*erythroblast membrane associated protein*), *Gata1* (*GATA*-*binding factor 1*), *Gfi1b* (*growth factor independent 1B transcriptional repressor*), *Gypa* (*glycophorin A*), *Kel* (*Kell blood group antigen)*, *Klf1* (*Krueppel*-*like factor 1*), *Rhag* (*Rh*-*associated glycoprotein*), *Rhd* (*Rh blood group D antigen*), *Slc4a1* (*solute carrier family 4 member 1 *=* protein band 3*), *Spta1* (*spectrin α erythrocytic 1*), *Sptb* (*Spectrin β erythrocytic*), *Tal1* (*T*-*cell acute lymphocytic leukemia protein 1*), and *Tmod1* (*tropomodulin 1*). The expression profiles of these 23 genes were determined from the normalized microarrays prepared from the individual livers of both vaccinated and non-vaccinated mice during infections with *P. chabaudi* on days 0, 1, 4, 8, and 11 *p.i.* Gene expression levels, measured as light intensities above the normalization level, were given as mean ± SD as a dispersion metric in all figures. T-test was used to determine statistical significance of differences of gene expression levels between vaccinated and non-vaccinated mice both at a given day *p.i.* and during the intervals between the different sampling days *p.i.* The number of ‘*’ marks in the figures that appear over interval lines between sampling points or over the sampling points are the number of zeros after the decimal point of the *p*-values for the statistical significance of the difference in instant of the two series and of the difference between two intervals, respectively.

### Quantitative real-time PCR of erythroid genes

High Capacity cDNA Reverse Transcription Kit (Life Technologies) and TaqMan mRNA assays (Life Technologies) were used to perform reverse transcription of mRNAs coding for the following proteins: *RHD* (assay ID: Mm00456910_m1), *ERMAP* (Mm_00469273_m1), *GATA1* (Mm01352636_m1), *SLC4A1* (Mm00441492_m1), *CLDN13* (Mm00491038_s1), *ADD2* (Mm00478923_m1), *ACYP1* (Mm00481325_m1), *EPB4.2* (Mm00469111_m1), *EPB4.9* (Mm00469121_m1), *EPOR* (Mm01202755_m1), and *EPO* (Mm00833882_m1). The TaqMan^®^ gene expression master mix (Life Technologies) was used for PCR reactions according to the instructions given by the manufacturer on a 7900HT real-time PCR System, as previously described [35]. Raw Ct values were calculated using the SDS software v.2.4 with *GAPDH* (Glycerinaldehyd-3-phosphat-Dehydrogenase) for normalization, and the comparative Ct method (2^−ΔΔCt^) was used to calculate fold change of expression [44]. Statistical significance of corresponding data sets between vaccinated and non-vaccinated mice were analysed with the two-tailed unpaired heteroskedastic Student´s T-test (* = *p*-value < 0.05).

## Results

### Global transcriptomics analyses reveal modifications by vaccination of malaria-induced hepatic gene expression on days 4 and 11 *p.i*

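RNA from the livers of 30 individual mice was hybridized to 30 Agilent single-colour arrays, with 1 liver per array. The mice formed 10 groups of 3, namely non-vaccinated (N) and vaccinated (V) mice before infection (day 0) and 1, 4, 8 or 11 days after it, so that replicates are different mice and no mouse was measured on more than 1 day. The authors deposited the scanner output of every array and a table of their normalized log2 values. Each array holds 62976 spots, 3671 of which are controls, and the remaining spots carry 55681 probes. The background-subtracted signal from the scanner output was log2-transformed, normalized over the 30 arrays by the quantile method and averaged over the spots of a probe. The authors' table is on the log2 scale too and lies 1.13 lower throughout (median over all values), a factor of 2.19 in signal, which shifts every level and leaves differences between groups as they are. Between 46.6% and 59.2% of the probes on an array were called well above background by the scanner software, and 0 spots were saturated. The 30706 probes well above background on all 3 arrays of at least 1 group were tested. The 10 groups were compared in one linear model with limma, which has 20 residual degrees of freedom, and an adjusted *p* (Benjamini-Hochberg) under 0.05 was the threshold. Each of the 23 erythroid genes is represented by its probe with the highest mean signal. Where a gene was well above background on 0 of the 3 arrays of one group, a fold is given as a lower bound, with each array of that group at the lowest level called well above background on it, or at the probe's own signal where this was higher. *Epo* in non-vaccinated mice on day 8 lay above that level without being called. Such bounds are therefore approximate, and none is given for *Epo*. The number of arrays limits the precision, and with 3 mice against 3 an exact two-sided test cannot give a *p* below 0.1. The arrays lay on 6 slides with 1 to 7 of them each and were scanned on 2 days. Every slide with mice of both groups from the same day allows a comparison within the slide. Coordinates are those the files give for the probes, on mouse genome build mm9.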

The effect of protective vaccination on the time course of erythroid gene expression in the liver induced by *P. chabaudi* blood-stage malaria was analysed using mouse whole genome 8x60K oligo microarrays. In toto, 30 microarrays were used for 30 livers prepared from the 10 different groups of vaccination-protected and un-protected non-vaccinated mice at the different phases of infections, i.e., upon infection on day 0 *p.i.*, at early prepatency on day 1 *p.i.,* at early patency on day 4 *p.i.*, at peak parasitaemia on day 8 *p.i.*, and towards the end of crisis on day 11 *p.i.*

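In the authors' log2 values, 446 of the 55681 probes had a range of at least 7 over the 30 arrays. Among the 30706 tested probes, 369 had such a range.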

Figure 1a shows the heatmap of gene expression profiles of those probes whose range or variation across all samples were at least 7 in the 10 different groups. 

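Between pairs of livers from the same group, Pearson's r over the tested probes ranged from 0.964 in Vd11 to 0.994 in Vd8. The lowest r between any pair of livers was 0.878. These correlations are across probes, which are not independent replicates. For 22 of the 30 livers, the liver with the highest r belonged to the same group, and for 29 it had been taken on the same day.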

In general, there is a good replicability among the three replicates of each analysed condition. The heatmap also shows a gradual change in gene expression across time both in non-vaccinated and vaccinated samples with an abrupt change in gene expression at peak parasitaemia on day 8 *p.i.* As the heatmap, the hierarchical clustering of the 30 different individual samples, shown as a dendogram in Fig. 1b, also reveals a good replicability among the three replicates of each analysed condition and the abrupt change in gene expression on day 8 *p.i.* There are two main branches splitting the samples taken on days 0, 1, and 4 *p.i.* (red branches in Fig. 1b) from the samples taken on days 8 and 11 *p.i.* (blue branches in Fig. 1b). 

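In non-vaccinated mice, 4298 of the 30706 tested probes differed from day 0 on day 1 *p.i.*, 3550 on day 4, 17872 on day 8 and 19618 on day 11 (limma, adjusted *p* under the threshold). The corresponding numbers in vaccinated mice were 9298, 6810, 19030 and 16854. Of these 8 counts, that of vaccinated mice on day 11 moved most with the processing, downward under the methods' t-test with the same adjustment. In non-vaccinated mice on day 8, *Dnahc2* on chromosome 11 was at least 328-fold higher than on day 0. *A1bg* on chromosome 15 fell (adjusted *p* = 4.63e-07, limma). No size is given for it, as it was well above background on only 1 of 3 arrays on day 8. In vaccinated mice, *Fgf23* on chromosome 6 was at least 122-fold higher on day 8, and *Mup9* on chromosome 4 at least 380-fold lower. With each array scaled to its 75th percentile in place of the quantile method, the median of all tested probes moved from day 0 by up to -0.24 (vaccinated mice on day 11), against -0.11 after quantile normalization. Average linkage on 1 minus the correlation put all livers of days 0, 1 and 4 in one main branch and all livers of days 8 and 11 in the other, with 0 of 30 livers outside the branch of their period, and so did Euclidean distance.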

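In a principal component analysis of the centred log2 values of the 30706 tested probes, PC1 took up 54.5% of the variance, PC2 11.5% and PC3 7.2%. Over all non-control probes, dim ones included, PC1 took up 39.1% and PC2 9.5%.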

The principal component analysis (PCA) of gene expression (Fig. 1c) shows that the 1st principal component (PC1) accounts for 40% of the gene expression variability and the 2nd PC2 captures 10% of the variability. 

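On PC1, the 18 livers of days 0, 1 and 4 *p.i.* lay on one side of 0 and the 12 livers of days 8 and 11 on the other. The direction of a principal axis is arbitrary. The pair closest across the gap was a vaccinated mouse on day 4, with a coordinate of -21.2, and a vaccinated mouse on day 11 at 43.95.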

The 1st principal axis, that is the most informative, separates between those liver samples taken before day 8 *p.i.* (positive coordinates) and those taken after day 8 *p.i.* samples (negative coordinates).

**Fig. 1:**
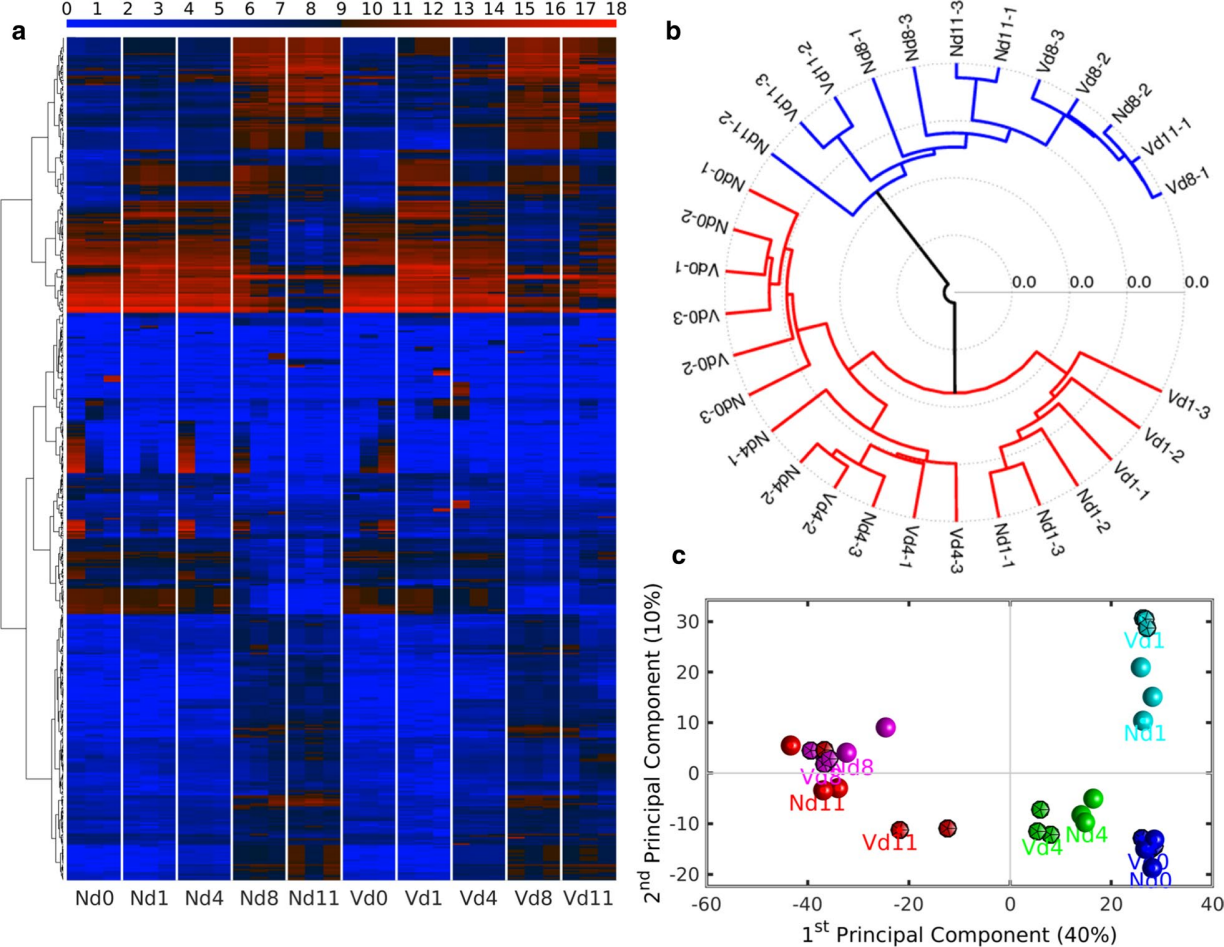
Global expression profile of mRNAs in the liver of non-vaccinated (N) and vaccination-protected mice (V). **a** RNA was isolated from individual livers prepared on different days (d0, d1, d4, d8, d11) during infection with *P. chabaudi* blood-stage malaria. Gene expression levels for the individual livers were determined by microarrays and hierarchically clustered. Log_2_ transformed expression levels range from 0 to 18 as indicated at the top with blue (low expression) and red (high expression), respectively. **b** Hierarchical clustering of liver samples prepared from vaccination-protected (V) and non-vaccinated mice (N) during different phases of infections with *P. chabaudi* malaria on the indicated days (d0, d1, d4, d8, d11). Suffices indicate the three different livers taken per time point. The correlation metric and the average linkage method were used to construct the dendogram. **c** Principal Component Analysis (PCA) of gene expression data. The 1st principal component (PC1) captures 40% of the gene expression variability and the 2nd PC2 captures 10% of the variability. The Nd0 populations are depicted by blue spheres, the Nd1 by cyan spheres, the Nd4 by green spheres, the Nd8 by magenta spheres, the Nd11 by red spheres, the Vd0 by blue icosahedra, the Vd1 by cyan icosahedra, the Vd4 by green icosahedra, the Vd8 by magenta icosahedra and the Vd11 by red icosahedra

Collectively, the global transcriptomics analysis results indicate (i) that constitutive expression of the vast majority of hepatic genes is not essentially changed by protective vaccination, (ii) that *P. chabaudi* infections induce changes in hepatic RNA expression, being usually highest at peak parasitaemia on day 8 *p.i.* and towards the end of crisis on day 11 *p.i.*, and (iii) that the malaria-induced changes in hepatic gene expression are modified by protective vaccination, particularly at early patency on day 4 *p.i.* and towards the end of crisis on day 11 *p.i.*

### Erythropoiesis-involved genes are expressed in the liver of non-infected mice

The heatmap in Fig. 2 shows the expression profiles of the selected 23 genes known to encode important non-haemoglobin constituents of erythrocytes and the EPO encoding gene known to stimulate erythropoiesis. The numbers in the heatmap indicate the probe-detected expression levels of genes which were log_2_ transformed for variance stabilization. 

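The numbers printed in Fig. 2 could be traced for every gene to a single probe. Its values in the authors' table differed by 0.05 at most from the printed ones under 10. Those of 10 or more are printed as whole numbers and were compared by the whole-number part only. For *Epb4.1*, *Epb4.2*, *Epb4.9* and *Ermap* it was another probe than the one with the highest signal. For these 4 genes the brighter probe is meant wherever that of Fig. 2 is not named.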

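On day 0 *p.i.*, the mean log2 level of the 23 genes was 4.6 ± 0.14 (SD, n = 3) in non-vaccinated and 4.87 ± 0.23 (SD, n = 3) in vaccinated mice (exact permutation test, two-sided, *p* = 0.2). Within slide 1 the median difference between vaccinated and non-vaccinated mice was -0.03, and within slide 2 it was 0.07. The third mouse of each group was on a slide without a partner.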

In the liver of non-vaccinated mice on day 0 *p.i.*, the expression of a given gene is similar among the 3 microarrays prepared from the 3 mice (Nd0 in Fig. 2) and also with the corresponding probes on the microarrays of the 3 vaccinated mice on day 0 *p.i.* (Vd0 in Fig. 2). However, the 23 genes reveal varying constitutive expression levels, which, however, are approximately the same at both Nd0 and Vd0. For instance, low constitutive expression levels reveal the genes *Epb4.2*, *Epb4.9*, *Rhag, Ermap*, *Spta*, and *Sptb* at both Nd0 and Vd0, whereas higher expression levels are found for the genes *Epor*, *Slc4a1*, *Gata1*, *Klf1,* and *Tal1* in both vaccinated and non-vaccinated mice (Fig. 2). This supports the view that constitutive expression of erythroid genes in non-infected mice is not essentially affected by vaccination.

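In non-vaccinated mice on day 0, mean log2 levels ran from 1.58 ± 0.03 (SD, n = 3) for *Rhag*, which was well above background on none of the arrays, to 14.05 ± 0.08 for the probe of *Epb4.1* with the highest signal. In vaccinated mice these probes had 1.94 ± 0.59 and 14.31 ± 0.15.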

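On day 0, *Sptb* had a log2 level of 2.06 ± 0.43 (SD, n = 3) in non-vaccinated and 3.65 ± 0.34 in vaccinated mice and was well above background on 0 of the 6 arrays. *Epb4.2* was called on 1 array only, that of a vaccinated mouse, and had 1.78 ± 0.02 and 3.6 ± 3.15. With the probe of Fig. 2 it was called on 0 of the 6 arrays and had 1.63 ± 0.01 and 1.64 ± 0.01. The probe of *Epb4.9* shown in Fig. 2 had 1.53 ± 0.01 in both groups, and the brighter probe of this gene 11.04 ± 0.76 and 12.29 ± 0.54. Likewise, *Ermap* had 2.28 ± 0.75 and 2.16 ± 0.52 with the probe of Fig. 2, and 8.05 ± 0.13 and 8.33 ± 0.22 with the brighter one. Levels of *Epor* were 9.4 ± 0.09 and 9.62 ± 0.18, those of *Tal1* 7.36 ± 0.13 and 7.23 ± 0.16, and those of *Slc4a1* 6.97 ± 0.31 and 6.88 ± 0.54. *Klf1* had 6.34 ± 0.19 and 6.53 ± 0.08. *Gata1* had 4.45 ± 1.00 and 4.44 ± 0.39 and was called on 2 of 3 arrays of each group.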

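Between vaccinated and non-vaccinated mice on day 0, 0 of the 23 genes differed with limma after adjustment over all tested probes. Adjusted over the list alone, 1 did, *Sptb* (adjusted *p* = 0.0428), although it was at background in both groups, so that no size is given. At an unadjusted *p* under 0.05, limma called 3 genes and the methods' t-test 1, and after adjustment over all probes the methods' t-test called 0. Over all tested probes, 12 differed, 11 of them lower in vaccinated mice, against 1842 at an unadjusted *p* under 0.05. This count fell to 0 with the slide or the scan date as a block, with only the 6 arrays compared, and without replicate 2 or 3 of Nd0 or replicate 2 of Vd0. It was 6 without replicate 1 and 5 without replicate 3 of Vd0. Replicate 3 of Nd0 shared its slide and its scan day with replicate 3 of Vd8 and no other array. Either block thus largely takes this mouse out of the comparison and cannot tell a batch effect from a single mouse.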

**Fig. 2:**
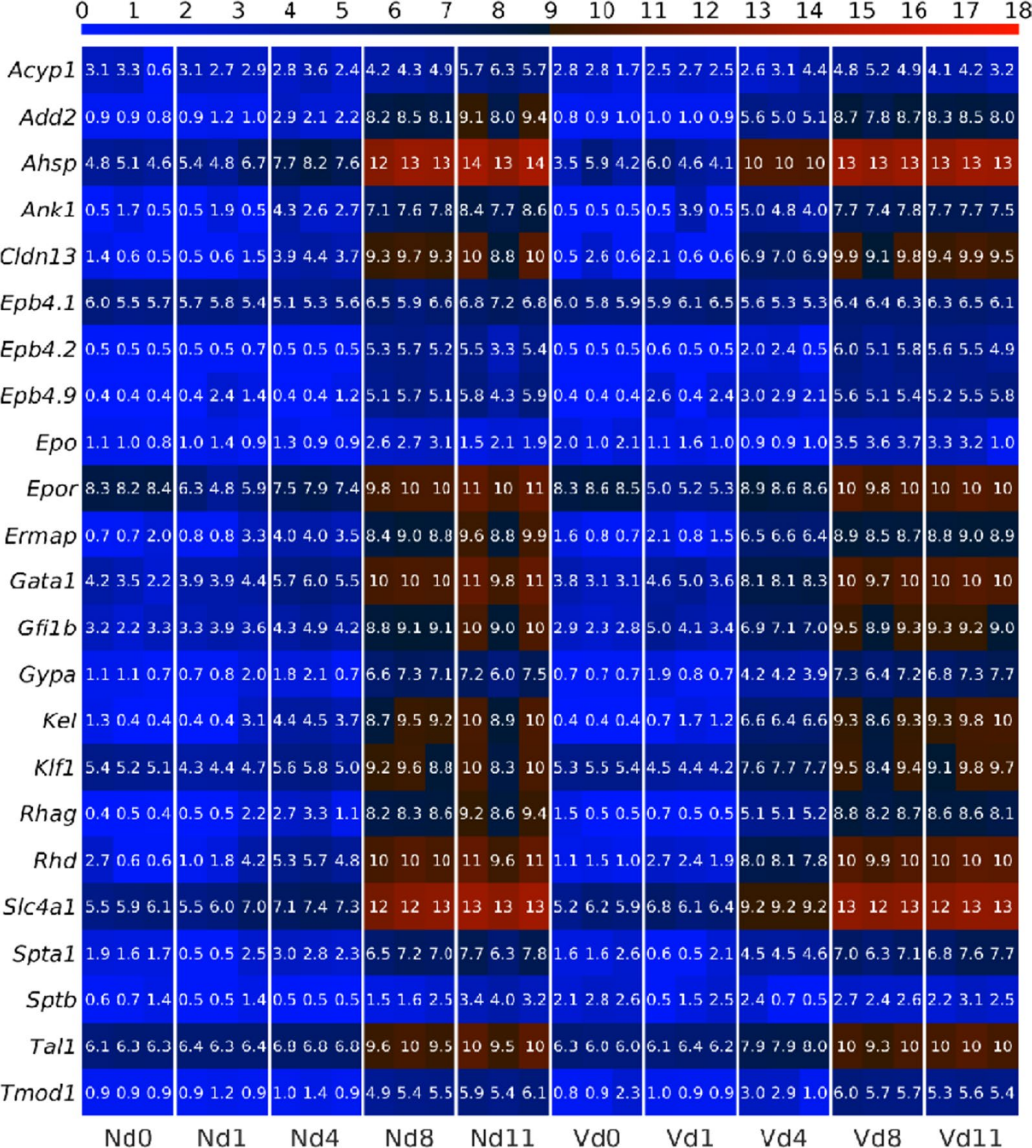
Heatmap of hepatic expression profiles of erythropoiesis-involved genes. RNA was isolated from the individual livers prepared from non-vaccinated (N) and vaccinated (V) mice infected with *P. chabaudi* on days 0, 1, 4, 8, and 11 *p.i.* Log_2_ transformed expression levels range from 0 to 18; the higher is the expression the more red is the colour

### Erythroid genes respond to infections with increasing expressions in non-vaccinated mice

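Relative to day 0, 10 of the 23 genes were higher on day 4 *p.i.* in non-vaccinated mice, 21 on day 8 and 20 on day 11 (limma, adjusted over all tested probes). In vaccinated mice, 14 were higher on day 4, 20 on day 8 and 19 on day 11. Lower than on day 0 were 1 gene in non-vaccinated mice on day 11, 2 genes in vaccinated mice on day 4 and 1 on day 11. Adjusted over the list alone, 22 genes were higher on day 8 in non-vaccinated and 20 in vaccinated mice. Many of the genes were at background on day 0, so that medians over the list are given with these genes at their lower bounds. On this basis the median rise to day 8 was 4.19 on the log2 scale over 21 genes in non-vaccinated mice and 3.98 over 23 genes in vaccinated mice.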

The heatmap in Fig. 2 also shows that blood-stage infections of *P. chabaudi* malaria induce increasing expressions of the 23 erythroid genes in the liver, but with differences among vaccinated and non-vaccinated mice. To make these differences clearer and better comparable, the expression profiles were plotted in a linear scale as time series with the corresponding trajectories presented in Figs. 3, 4, 5, 6.

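Levels on the scale of these plots were obtained here as the squares of the authors' log2 values, the scale on which the values of most genes matched those stated for Figs. 3 to 6. A square is not proportional to signal. *Ahsp* in non-vaccinated mice on day 11, for example, had a squared level of 189 ± 16.6 (SD, n = 3), while its signal before any logarithm was 31700 ± 11700.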

**Fig. 3:**
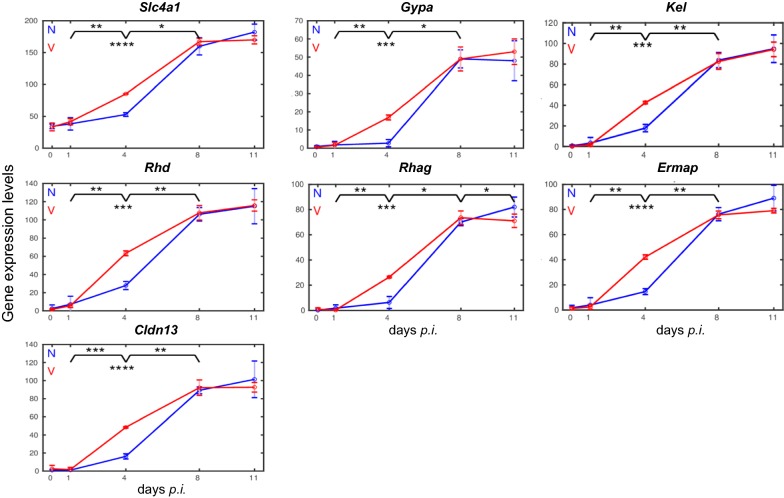
Time courses of hepatic expression of erythroid genes encoding proteins associated with the membrane and extracellular surface of erythroid cells. RNA was isolated from individual livers prepared from vaccination-protected (V, red) and non-vaccinated mice (N, blue) infected with *P. chabaudi* blood-stage malaria on days 0, 1, 4, 8, and 11 *p.i*. Data are plotted in linear scale. Means of 3 microarrays are given ± SD. The number of ‘*’ marks that appear over interval lines between sampling points and over the sampling points are the number of zeros after the decimal point of the *p*-values for the statistical significance of the difference in instant of the two series and of the difference between two intervals, respectively

**Fig. 4:**
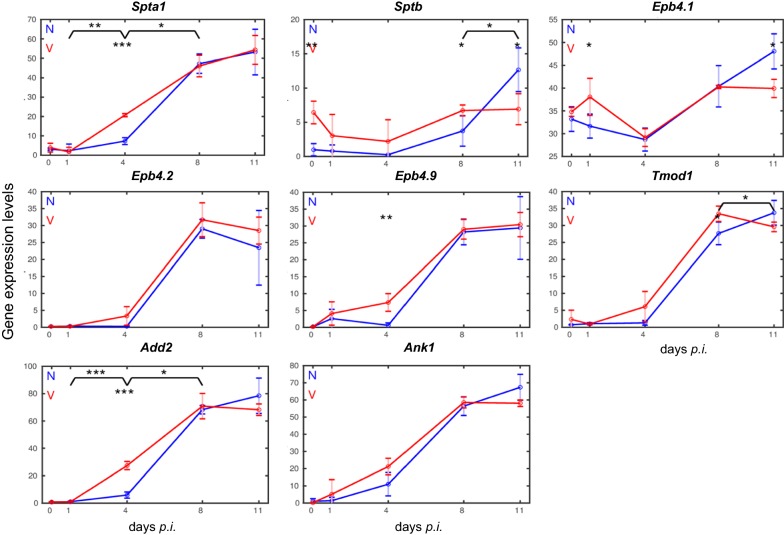
Expression trajectories of erythroid genes coding for proteins associated with the inner surface of the erythroid plasma membrane in the liver of vaccinated and non-vaccinated mice. RNA was isolated from individual livers prepared from vaccination-protected (V, red) and non-vaccinated mice (N, blue) infected with *P. chabaudi* blood-stage malaria on days 0, 1, 4, 8, and 11 *p.i.* Data are plotted in linear scale. Means of 3 microarrays are given + SD. The number of ‘*’ marks indicate significances as detailed in legend to Fig. 3

**Fig. 5:**
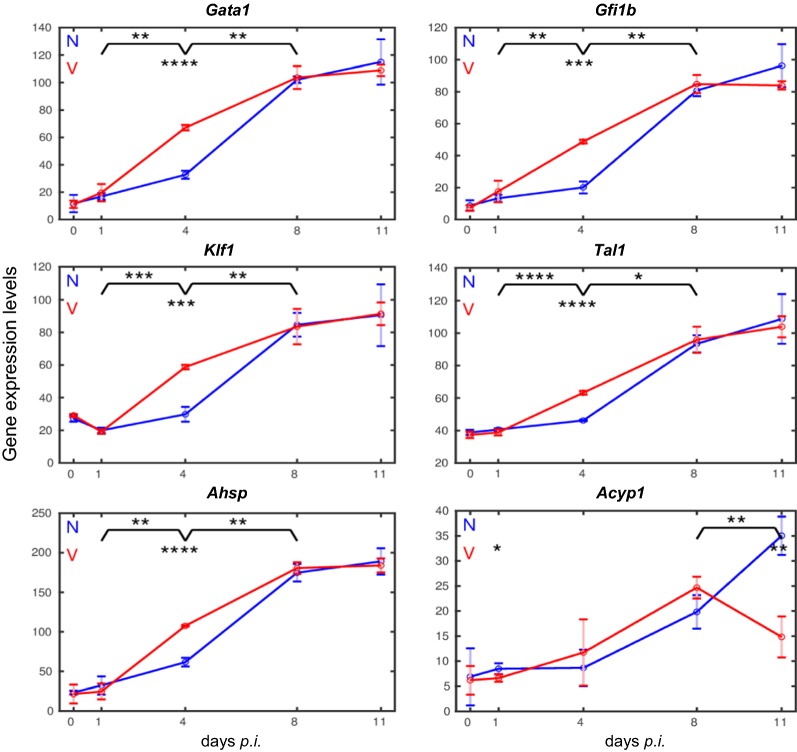
Expression trajectories of genes encoding erythropoiesis-involved transcription factors and other internal erythroid proteins. RNA was isolated from individual livers prepared from vaccination-protected (V, red) and non-vaccinated mice (N, blue) infected with *P. chabaudi* blood-stage malaria on days 0, 1, 4, 8, and 11 *p.i.* Data are plotted in linear scale. Means of 3 microarrays are given ± SD. The number of ‘*’ marks indicate significances as detailed in legend to Fig. 3

**Fig. 6:**
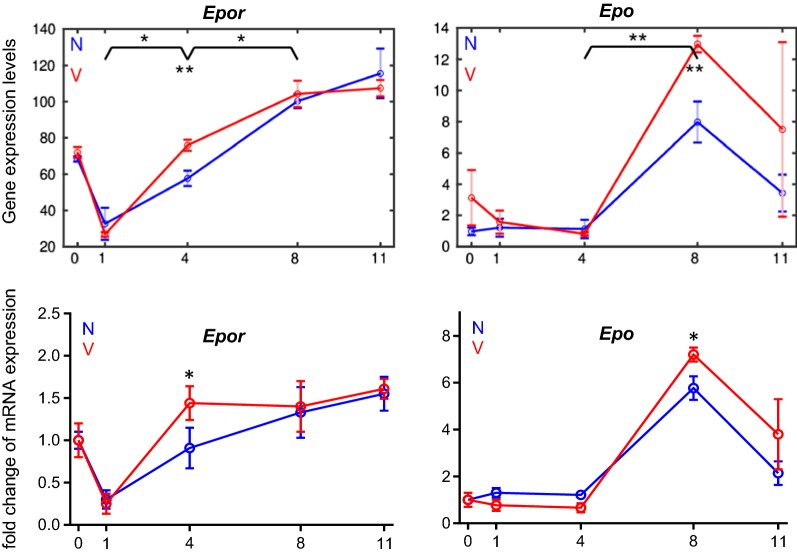
Time course of expression of *Epor* and *Epo* in the liver of vaccination-protected and non-protected mice. RNA was isolated from individual livers prepared from vaccination-protected (V, red) and non-vaccinated mice (N, blue) infected with *P. chabaudi* blood-stage malaria on days 0, 1, 4, 8, and 11 *p.i.* The upper curves show microarray data, the lower curves qPCR data. The number of ‘*’ marks in microarray data indicate significances as detailed in legend to Fig. 3. ‘*’ in qPCR data indicate significant differences between vaccinated and non-vaccinated mice (p < 0.05)

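The mean log2 level of the 23 genes in non-vaccinated mice was 4.73 ± 0.37 (SD, n = 3) on day 1 *p.i.*, 5.82 ± 0.34 on day 4, 9.51 ± 0.16 on day 8 and 9.96 ± 0.46 on day 11. From day 0 to day 4, 18 of the 23 genes rose and 5 fell, with a median change of 0.94, or 0.49 over the 18 genes above background on at least 1 of these days' arrays, with bounds where needed. Between day 8 and day 11, 19 genes rose further, with a median of 0.59, and 5 differed by limma's test, 4 of them upward (*Acyp1*, *Epb4.1*, *Sptb* and *Tal1*) and *Epb4.9* downward. That count of 5 was 8 without replicate 2 of Nd11, 3 without replicate 1 or 3 of Nd11 and 2 without replicate 1 of Nd8. *Slc4a1*, probed on chromosome 11 from 102210256 to 102210315, reached a squared level of 182 ± 12.6 (SD, n = 3) on day 11, after 160 ± 13.5 on day 8.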

Blood-stage infections with *P. chabaudi* induce only a slight increase in the expression of all the 23 erythropoiesis-involved genes between days 0 *p.i.* and 4 *p.i.* Thereafter, an abrupt increase in expression is observed at peak parasitaemia on day 8 *p.i.,* and the increase even continues reaching still higher mRNA expression levels towards the end of the crisis phase on day 11 *p.i.* Among genes encoding membrane-associated proteins [45, 46], the gene *Slc4a1* coding for the major integral multi-pass membrane protein band 3 and the gene *Gypa* encoding the major one-pass membrane protein of the *Gyp* family reach maximal mRNA expression levels of approximately 180 and 50 above the normalization level, respectively (Fig. 3). 

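In non-vaccinated mice on day 11 *p.i.*, the squared level of *Kel* (chromosome 6, 41636474 to 41636533) was 94.8 ± 13.4 (SD, n = 3), that of *Rhd* (chromosome 4, 134452018 to 134452077) 115 ± 19.4 and that of *Rhag* (chromosome 17, 40976929 to 40976988) 82.0 ± 7.89. All 3 genes were at background on day 0, and on day 11 *Kel* was at least 121-fold, *Rhd* at least 237-fold and *Rhag* at least 75.8-fold higher.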

The genes *Kel* and *Rhd* coding for blood groups and *Rhag* coding for the Rh-blood group associated transmembrane glycoprotein reveal maximal expressions of approximately 100, 120, and 90, respectively, on day 11 *p.i.* (Fig. 3). *Ermap* known to encode a protein associated with the outer surface of erythroblasts displays maximal expression of approximately 90 on day 11 *p.i.* A very similar time-course of expression with a maximum level of approximately 100 reveals *Cldn13* (Fig. 3), whose encoded protein has been previously suggested to be associated with erythroblastic islands [35]. 

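For *Ermap* in non-vaccinated mice, the probe with the highest signal (chromosome 4, 118849093 to 118849152) went from 47.9 ± 1.75 (squared level, SD, n = 3) on day 0 to 52.4 ± 3.09 on day 8 and 52.0 ± 1.33 on day 11. On the log2 scale this was a rise of 0.31 to day 8 (standard error 0.13, adjusted *p* = 0.0462, limma) and of 0.29 to day 11 (0.13, adjusted *p* = 0.0566). The probe of Fig. 2, at 118859754 to 118859813, rose from 1.71 ± 2.06 to 76.3 ± 5.25 and 89.0 ± 10.2. The remaining probe of the gene, at 118848540 to 118848599, rose likewise, from 4.16 ± 3.61, at background, to 81.6 ± 3.44 and 95.1 ± 17.6. Of the 3 probes of *Ermap*, the brightest thus changed least. *Cldn13*, on chromosome 5 from 135390710 to 135390769, rose from 0.857 ± 0.939, at background, to 89.2 ± 3.83 on day 8 and 101 ± 20.3 on day 11.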

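The change from day 0 to day 11 in non-vaccinated mice was a rise of 1.52 on the log2 scale (standard error 0.13) for *Epb4.1*, and of 1.17 (0.19) with the probe of Fig. 2. It was at least 13.8-fold for *Epb4.2*, or at least 3.81-fold with the probe of Fig. 2, and at least 7.99-fold for *Tmod1*. *Sptb* was called only on day 11 and was at least 1.67-fold higher.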

Lower maximal expressions on day 11 *p.i.* exhibit those genes, whose encoded proteins are known to be associated with the cytoskeletal meshwork on the inner surface of the erythrocyte plasma membrane (Fig. 4). Among them are *Spta*, *Sptb*, *Epb4.1*, *Epb4.2*, *Epb4.9*, and *Tmod1* [45, 46], whose maximal expressed mRNA levels vary between 15 and 50 above the normalization level, respectively. 

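In non-vaccinated mice on day 11, squared levels were 12.7 ± 3.19 (SD, n = 3) for *Sptb* (chromosome 12, 77682089 to 77682148) and 33.8 ± 3.63 for *Tmod1* (chromosome 4, 46127384 to 46127441). *Epb4.1* had 48.1 ± 3.84 with the probe of Fig. 2 (chromosome 4, 131482425 to 131482484) and 208 ± 1.93 with its brighter probe. *Epb4.2* had 23.5 ± 11.0 with the probe of Fig. 2 (chromosome 2, 120849386 to 120849445) and 43.8 ± 8.2 with the brighter one. For *Epb4.9* the probe of Fig. 2 (chromosome 14, 71003548 to 71003607) gave 29.4 ± 9.29. Its brighter probe, which was called on all arrays, gave 73.6 ± 6.88, a log2 change of -1.34 from day 0 (standard error 0.54, adjusted *p* = 0.0353, limma).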

Only the genes *Add2* involved in the assembly of the spectrin–actin cytoskeletal network and *Ank1* involved in the linkage of integral membrane proteins to the underlying cytoskeletal meshwork display higher expression levels between 80 and 70, respectively (Fig. 4).

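*Add2* (chromosome 6, 86069490 to 86069549) had a squared level of 68.3 ± 3.13 (SD, n = 3) on day 8 and 78.5 ± 13 on day 11 in non-vaccinated mice, and *Ank1* (chromosome 8, 24259068 to 24259127) had 56.4 ± 5.44 and 67.4 ± 7.57. Relative to day 0, when both were at background, *Add2* was at least 65.5-fold and *Ank1* at least 42.1-fold higher on day 11.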

The genes *Gata1*, *Gfi1b*, *Klf1*, and *Tal1* encode transcription factors which are known to be critically involved in erythropoiesis [47–49]. These genes also reach high expressions between approximately 80 and 110 above the normalization level towards the end of the crisis phase (Fig. 5). 

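Squared levels in non-vaccinated mice on day 11 were 115 ± 16.5 (SD, n = 3) for *Gata1* (chromosome X, 7536392 to 7536451) and 109 ± 15.3 for *Tal1* (chromosome 4, 114744219 to 114744278). They were 96.2 ± 13.4 for *Gfi1b* (chromosome 2, 28464982 to 28465041) and 90.6 ± 19.0 for *Klf1* (chromosome 8, 87428881 to 87428940).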

Among all erythroid genes responding to malaria, *Ahsp*, encoding the α haemoglobin stabilizing protein, exhibit the highest mRNA expression of approximately 190 towards the end of the crisis phase (Fig. 5). However, a maximal expression level of only approximately 35 reveals the gene *Acyp1* encoding the erythrocytic acylphosphatase.

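The *Ahsp* probe, to which the files give no position, rose in non-vaccinated mice from a log2 level of 5.97 ± 0.23 (SD, n = 3) on day 0 to 14.35 ± 0.42 on day 8 and 14.87 ± 0.61 on day 11. Its squared level was 23.4 ± 2.27 on day 0 and 175 ± 11.1 on day 8.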

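*Acyp1* (chromosome 12, 86619847 to 86619906) had a squared level of 19.8 ± 3.35 (SD, n = 3) on day 8 and 35.0 ± 3.81 on day 11 in non-vaccinated mice. In vaccinated mice it had 24.7 ± 2.19 on day 8 and 14.8 ± 4.09 on day 11. The change from day 8 to day 11 differed between the groups by -2.61 on the log2 scale (vaccinated minus non-vaccinated, standard error 0.74, adjusted *p* = 0.0269, limma's interaction test). This call was not made with the slide as a block, with only the arrays compared or without a filter on dim probes.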

Erythropoiesis, in particular erythroblastosis, is critically dependent on EPO signaling through its receptor EPOR [23, 24]. *Epor* and *Epo* display a time-course of mRNA expression, which differs from that determined for the other erythroid genes in two aspects (Fig. 6). 

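*Epor* (chromosome 9, 21763422 to 21763481) fell from day 0 to day 1 *p.i.* in non-vaccinated mice, by 2.6 on the log2 scale (standard error 0.30, adjusted *p* = 1.49e-06, limma). Its squared level in these mice was 68.4 ± 1.52 (SD, n = 3) on day 0, 32.6 ± 8.86 on day 1, 57.7 ± 4.29 on day 4, 100.0 ± 3.97 on day 8 and 116 ± 13.7 on day 11. *Epo* (chromosome 5, 137925734 to 137925793) was well above background on 0 of the 15 arrays of non-vaccinated mice, where its log2 level was 2.11 ± 0.13 on day 0 and highest on day 8, at 3.95 ± 0.23.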

*Epor* reveals a sharp decline in its relative expression level from about 75 on day 0 *p.i.* to about 25 on day 1 *p.i..,* before it continuously increases almost linearly reaching its maximal level of about 120 towards the end of crisis on day 11 *p.i.* By contrast, *Epo* expression is impaired during the first 4 days of infection, then it sharply increases reaching its maximum expression of approximately 8 at peak parasitaemia on day 8 *p.i.,* before declining to a level of about 3 towards the end of the crisis phase on day 11 *p.i.*

### Expression of erythroid genes is accelerated in the liver of vaccination-protected mice

In contrast to un-protected non-vaccinated mice, the expression of the vast majority of erythroid genes in the liver of vaccination-protected mice is accelerated during infections, as evidenced by three facts. 

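On day 4, the mean log2 level of the 23 genes was 7.46 ± 0.05 (SD, n = 3) in vaccinated mice, 1.64 above that of non-vaccinated mice. The 3 vaccinated mice lay above the 3 non-vaccinated ones (exact permutation test, two-sided, *p* = 0.1, the smallest possible). On day 1 the groups differed by -0.01 (*p* = 0.9 in the exact test), on day 8 by 0.19 (*p* = 0.3 in the exact test) and on day 11 by -0.28 (*p* = 0.4 in the exact test). The sign on day 8 did not hold within slide 5, the only slide the groups shared on that day. There the median difference was -0.37, with 6 of 23 genes higher in vaccinated mice. To express the day 4 difference as time, the level of each gene in vaccinated mice was placed on the line between days 4 and 8 in non-vaccinated mice. The median gene was 1.86 days ahead on the log2 scale, with quartiles of 1.37 and 2.09 days. The scale decides this number, since it was 1.44 days on squares of the authors' log2 values and 0.6 days on untransformed signal.

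**Figure D1:**
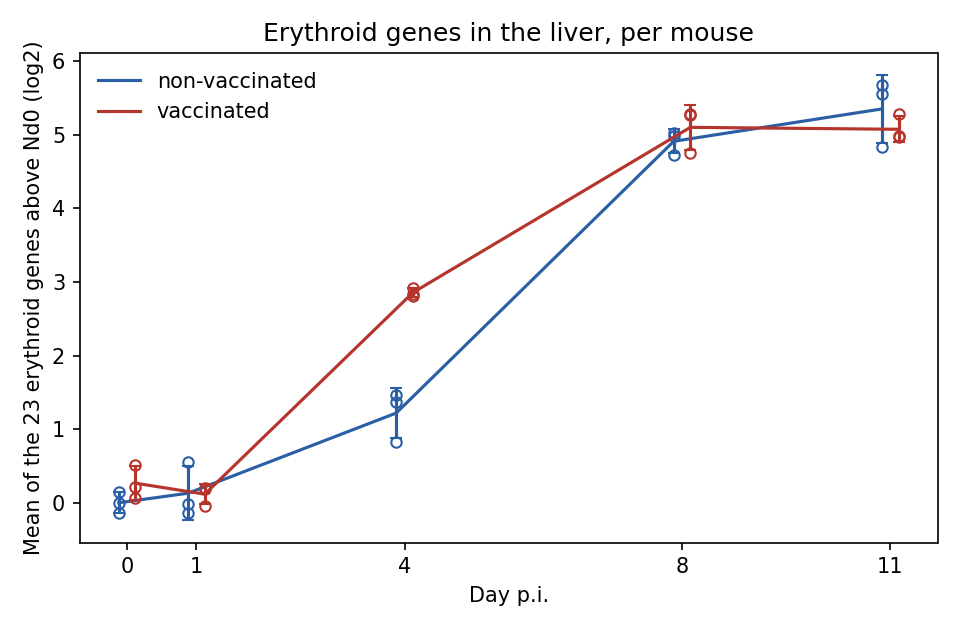
Mean log2 level of the 23 erythroid genes above the mean of non-vaccinated mice on day 0, by day *p.i.*, with 1 circle per mouse and lines and bars for the mean and SD of 3 mice. On day 4 the vaccinated mice sit between 2.81 and 2.92 and the non-vaccinated mice between 0.83 and 1.46, while the groups overlap on days 8 and 11.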

First, the erythroid genes are significantly much higher expressed at early patency on day 4 *p.i.* than the corresponding genes in the liver of non-vaccinated mice (cf. Figs. 3, 4, 5, 6). This significant higher expression is confirmed when the corresponding genes are directly compared between vaccinated and non-vaccinated mice on day 4 *p.i.* or when the increases in expression levels between day 1 *p.i.* and day 4 *p.i.* is compared in vaccinated mice *vs* non-vaccinated mice. 

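On day 4, 12 of the 23 genes were higher in vaccinated mice and 0 lower (limma, adjusted over all tested probes), and 16 were higher when adjusted over the list alone. With the probes of Fig. 2 the counts were 13 and 18. At an unadjusted *p* under 0.05, limma called 17 genes and the methods' t-test 15, and after adjustment over all tested probes the methods' t-test called 3. Of the alternatives tried, this test moved the count most. With 1 mouse left out in turn, 8 or 9 genes were called. For 16 genes the mice of the groups did not overlap and were higher in vaccinated mice. Chance would on average give 10% of genes without overlap in either direction. The genes were measured in the same 6 mice and are correlated, so they are not independent tests. The median difference was 1.87 on the log2 scale, with a range from -0.14 to 2.94, and 1.92 over the 20 genes above background with bounds in place of fitted values. Within slides it was 1.97 on slide 1, 2.34 on slide 4 and 1.79 on slide 5. As a set, the 23 genes were higher than other genes by camera with an estimated correlation (*p* = 3.95e-05, not a permutation test), and fry called them too. *Cldn13* differed by 2.94 (standard error 0.51, adjusted *p* = 0.00612) and *Gfi1b* by 2.52 (0.35, adjusted *p* = 0.00161). *Rhag* was higher too (adjusted *p* = 0.00287), but was well above background on only 1 of 3 arrays of Nd4. *Add2* was at least 5.32-fold higher, since it was at background in non-vaccinated mice. Of the 12 genes, *Kel*, *Rhd* and *Tal1* fell short whenever any 1 of the 6 mice was left out, and *Ahsp* did in each such fit except the one without replicate 2 of Nd4. *Kel* and *Rhd* also fell short with the slide as a block and without a filter on dim probes. *Ank1* (adjusted *p* = 0.370) and *Acyp1* (adjusted *p* = 0.830), each well above background on 1 of 3 arrays of Nd4, were not called. From the higher levels on day 4, the earlier maximum and the lower final levels, the paper concludes that expression of erythroid genes in the liver is accelerated in vaccinated mice. It also reports quantitative PCR of selected genes, with similar or largely corresponding courses, which could not be tested here.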

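The change from day 1 to day 4 *p.i.* was larger in vaccinated mice for 10 of the 23 genes (limma's interaction test, adjusted over all tested probes) and for 14 when adjusted over the list alone. Several of the 10 genes were at background on day 1, so that sizes are given only for genes above background on all 12 arrays. Among these, the difference between the changes was 3.25 on the log2 scale for *Ahsp* (standard error 0.73, adjusted *p* = 0.0156, limma), 2.31 for *Klf1* (0.5, adjusted *p* = 0.012), 2.19 for *Gata1* (0.58, adjusted *p* = 0.0366), 1.62 for *Epor* (0.43, adjusted *p* = 0.0365) and 1.3 for *Tal1* (0.35, adjusted *p* = 0.0438). Leaving out 1 mouse in turn gave between 3 and 9 genes. There were 3 without replicate 3 of Vd1, 4 without replicate 3 of Nd4, 5 without replicate 3 of Nd1, replicate 1 of Nd4 or replicate 1 or 2 of Vd4, and 6 without replicate 3 of Vd4. Without a filter on dim probes 5 genes were called, and 4 with the methods' t-test. From day 4 to day 8, 1 gene was past the threshold, *Add2*, whose change was smaller in vaccinated mice. Its size is not given, as *Add2* was at background in non-vaccinated mice on day 4. Adjusted over the list alone, 13 genes were past the threshold, each with a smaller change in vaccinated mice. *Add2* was not called with the slide as a block, nor without replicate 2 or 3 of Nd4, replicate 3 of Nd8, replicate 1 of Vd4 or replicate 2 of Vd8.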

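For *Epb4.1* on day 1 *p.i.*, the log2 difference between vaccinated and non-vaccinated mice was 0.54 (standard error 0.19, adjusted *p* = 0.124, limma) with the probe of Fig. 2 and 0.15 (0.13, adjusted *p* = 0.631) with the brighter probe. With the probe of Fig. 2, squared levels in vaccinated mice were 38.1 ± 4.08 (SD, n = 3) on day 1, 29.1 ± 1.95 on day 4, 40.3 ± 0.358 on day 8 and 39.9 ± 2.01 on day 11. In non-vaccinated mice they were 31.7 ± 2.63 on day 1, 28.7 ± 2.53 on day 4 and 40.4 ± 4.53 on day 8.
The mean level was highest on day 11 for 19 of the 23 genes in non-vaccinated mice. In vaccinated mice it was highest on day 11 for 14 genes, on day 8 for 8 genes and on day 0 for 1 gene (*Epb4.9*). Without replicate 2 of Vd8 the 14 genes became 9. In vaccinated mice the median change from day 8 to day 11 was 0.11 on the log2 scale, and 1 gene was past the threshold, *Epb4.9*, which was lower on day 11 (-1.65, standard error 0.54, adjusted *p* = 0.0464). The count became 0 without replicate 1 or 3 of Vd8 or replicate 2 or 3 of Vd11, and 2 without replicate 1 of Vd11. The call was lost with the probes of Fig. 2, which gave 0 genes with limma, 2 at an unadjusted *p* under 0.05 and 0 with the methods' t-test after adjustment. The change from day 8 to day 11 differed between the groups for 2 genes, *Acyp1* and *Epb4.1*, by limma's interaction test. The count was 0 with the slide as a block, with only the arrays compared, without a filter on dim probes, with the methods' t-test after adjustment, and without replicate 1 or 2 of Nd8, replicate 2 of Nd11, replicate 2 of Vd8 or replicate 3 of Vd11. It was 1 without replicate 1 or 3 of Vd8. At an unadjusted *p* under 0.05, limma called 3 genes and the methods' t-test 4, *Sptb* and *Tmod1* besides these 2.
On day 11, 15 of the 23 genes were lower in vaccinated mice, with a median difference of -0.27 (camera with an estimated correlation, *p* = 0.498, not a permutation test), and 2 were past the threshold, *Acyp1* (-2.09, standard error 0.52, adjusted *p* = 0.00736) and *Epb4.1* (-0.48, 0.13, adjusted *p* = 0.0128). Both calls were lost with only the 6 arrays compared, with the slide as a block and without replicate 3 of Vd11, and that of *Epb4.1* also without replicate 2 of Nd11. The sign of the median did not hold within slides, as it was -0.80 on slide 2 and 0.60 on slide 5. For 18 of the 23 genes the standard deviation over 3 mice was smaller in vaccinated mice, and without replicate 2 of Nd11 this held for 2 genes.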

The only exception is *Epb4.1* (Fig. 4): its expression is significantly higher on day 1 *p.i.* in vaccinated mice, then it decreases to approximately the same low level as that of non-vaccinated mice on day 4 *p.i.*, before it increases again reaching maximal expression at peak parasitaemia on day 8 *p.i.,* which is about the same as that towards the end of the crisis phase on day 11 *p.i.* Secondly, the majority of erythroid genes reach their maximal expression levels already at peak parasitaemia on day 8 *p.i.* and keep about the same level during crisis, in contrast to non-vaccinated mice in which the corresponding genes reach their maximal expression levels on day 11 *p.i.* Thirdly, the final expression levels on day 11 *p.i.* are mostly lower with lower standard deviations in vaccination-protected mice than those of the corresponding genes in the liver of non-vaccinated un-protected mice (cf. Figs. 3, 4, 5, 6). A few genes in the liver of vaccinated mice, which still show a minor increase of mRNA expressions after peak parasitaemia on day 8 *p.i.*, slow down their expressions towards the end of the crisis phase on day 11 *p.i.* Some genes, as e.g. *Rhag*, *Epb4.1*, *Sptb*, *Tmod1* and *Acyp1*, have even significantly declined their expression levels on day 11 *p.i.*

Remarkably, the time course of expression of *Epor* in the liver of vaccinated mice is very similar to that of other genes proceeding from a level of about 25 on day 1 *p.i.* and reaches maximal levels of almost 100 on days 8 and 11 *p.i.* (Fig. 6). Also, the increase in expression of *Epor* between day 1 *p.i.* and day 4 *p.i.* as well as the expression on day 4 *p.i.* is significantly higher in vaccinated mice than in non-vaccinated mice. 

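In vaccinated mice, the squared level of *Epor* was 72.0 ± 2.97 (SD, n = 3) on day 0, 26.7 ± 1.28 on day 1, 75.9 ± 3.03 on day 4, 104 ± 7.32 on day 8 and 107 ± 4.5 on day 11. Its log2 level on day 4 did not differ from that on day 0 by limma's test (0.23, standard error 0.30, adjusted *p* = 0.617).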

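For *Epor*, the rise from day 1 to day 4 was larger in vaccinated mice by 1.62 on the log2 scale (standard error 0.43, adjusted *p* = 0.0365, limma's interaction test). On day 4 itself it was higher by 1.12 (standard error 0.30), with 3 of 3 vaccinated mice above all non-vaccinated mice. Its adjusted *p* was 0.0787 over all tested probes and 0.00191 adjusted over the list alone, and it was past the threshold over all probes with normexp background correction and with only the 6 arrays compared.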

Remarkably, the time course of *Epor* expression significantly differs to that of *Epo*. Indeed, *Epo* expression is delayed during the first 4 days of infections, i.e., *Epo* is expressed at approximately the same very low level between day 0 *p.i.* and 4 *p.i.* in vaccinated mice as in non-vaccinated mice. Moreover, the maximal levels of *Epo* expression at peak parasitaemia on day 8 *p.i.* are significantly higher in the liver of vaccinated mice than in non-vaccinated mice (Fig. 6), though vaccination decreases maximum parasitaemia by approximately 30% in comparison with non-vaccinated mice [8, 43].

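From day 1 to day 4, the changes of *Epo* were not called different between the groups (adjusted *p* = 0.855, limma's interaction test). No size is given, as the gene was at background on all of these arrays.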

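*Epo* was well above background on 0 of the 18 arrays of days 0, 1 and 4. Its log2 level in vaccinated mice was 2.83 ± 0.58 (SD, n = 3) on day 0, 2.36 ± 0.28 on day 1 and 2.03 ± 0.06 on day 4, and in non-vaccinated mice 2.21 ± 0.26 on day 1 and 2.17 ± 0.27 on day 4. At this signal a difference between the groups was not detectable.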

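In vaccinated mice *Epo* was called well above background on 3 of 3 arrays on day 8, with a squared level of 13 ± 0.521 (SD, n = 3), and on 2 of 3 on day 11, with 7.51 ± 5.59. In non-vaccinated mice it was called on none and had 7.98 ± 1.32 on day 8 and 3.43 ± 1.19 on day 11. On day 8 the ratio of its measured means, vaccinated to non-vaccinated, was 1.72 (adjusted *p* = 0.9, limma). This is no lower bound, since its signal in non-vaccinated mice was not called although it lay above the lowest level called on these arrays. Every vaccinated mouse lay above every non-vaccinated one. Over all tested probes 3 differed between the groups on day 8, and 0 of the 23 genes. At an unadjusted *p* under 0.05 limma called 0 of the 23 and the methods' t-test 1, which was *Epo*.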

### Quantitative PCR validates the response of erythroid genes to infections

Quantitative PCR (qPCR) was used to re-examine, in both non-vaccinated and vaccinated mice, the time courses of expression of some arbitrarily selected erythroid genes, whose expression was identified by microarrays to respond to *P. chabaudi* blood-stage malaria. The data are summarized in Fig. 7. The trajectories of *Ermap* expression in both vaccinated and non-vaccinated mice during infection take a similar course as those detected by the microarray probes (Fig. 3). Moreover, the qPCR-determined trajectories for expression of *Gata1*, *Add2*, *Slc4a1*, *Rhd*, and *Cldn13* take a similar course as those determined by microarrays (cf. Fig. 7 with Figs. 3, 4, 5). In particular, there a higher increase in expression was observed at early patency on day 4 *p.i.* and a lower expression towards the end of the crisis phase on day 11 *p.i.* in vaccinated mice than in non-vaccinated mice. Furthermore, correspondence largely exists between microarray and qPCR data with respect to the tendency of increasing expression for *Epb4.2, Epb4.9*, and *Acyp1* (Fig. 7). Similarly to microarray data, the 9 genes examined by qPCR reveal maximal expression levels in the liver of vaccinated mice at peak parasitaemia on day 8 *p.i.*, whereas, in the liver of non-vaccinated mice, maximal expression of the majority of these genes is reached towards the end of crisis phase on day 11 *p.i.* Furthermore, the expressions of *Epor* and *Epo* measured by qPCR take very similar courses in vaccinated and non-vaccinated mice as those determined by microarrays (Fig. 6).

**Fig. 7:**
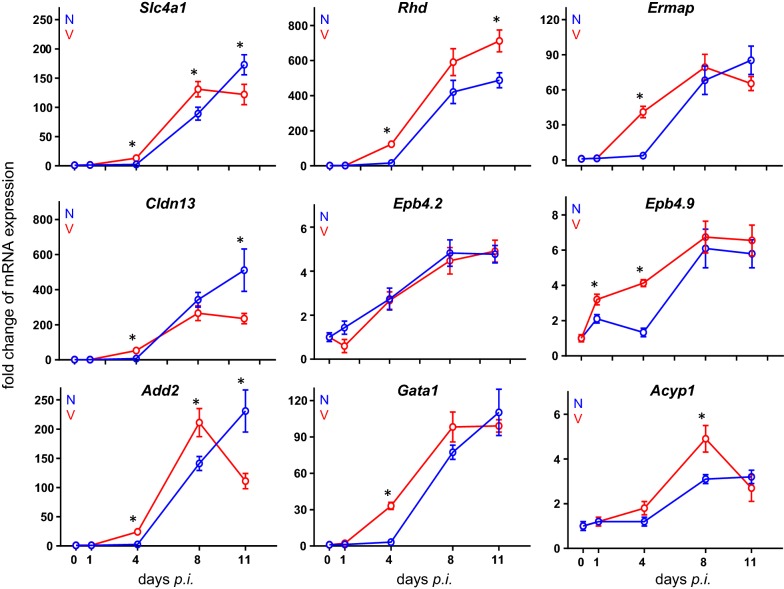
Quantitative PCR of mRNAs in the liver of vaccinated and non-vaccinated Balb/c mice. RNA was isolated from individual livers prepared from mice infected with *P. chabaudi* on different days *p.i.* Duplicate determinations were performed with liver aliquots from 3 different mice, and means are given ± SD. ‘*’ indicate significant differences between vaccinated and non-vaccinated mice (p < 0.05)

## Discussion

This study provides evidence that vaccination, using a non-infectious vaccine consisting of erythrocyte ghosts isolated from *P. chabaudi*-infected erythrocytes, accelerates expression of erythroid genes in the liver induced by blood-stage malaria of *P. chabaudi*. Indeed, these genes encompass *Slc4a1* and *Gypa* encoding band 3 and Glycophorin A, major integral membrane proteins of red blood cells; *Rhd*, *Kel* and *Rhag* coding for blood group antigens and Rh-associated antigen glycoprotein exposed on the outer membrane surface of red blood cells; *Ermap* and *Cldn1* encoding presumably proteins associated with the outer surface of erythroblasts [25]; *Add2* and *Ank1* coding for proteins linking integral membrane proteins with peripheral skeletal proteins located on the inner surface of erythroid cells, as e.g., *Epb4.2*, *Epb4.9*, *Spta,* and *Sptb* [45, 46]; *Acyp1* and *Ahsp* encoding proteins within erythroid cells; and even *Gata1*, *Gfi1b*, *Tal1* and *Klf1* coding for transcription factors critically involved in erythropoiesis [47–49]. Expression of these genes takes an accelerated time-course in surviving vaccinated mice, evidenced as it is significantly higher at early patency on day 4 *p.i.* and as it is often more slowed down or even lower towards the end of the crisis phase on day 11 *p.i.* than those expression time-courses taken by the corresponding genes during lethal infections in non-vaccinated mice. Thus, the results indicate that the liver responds to blood-stage malaria with extramedullary erythropoiesis, especially erythroblastosis in the liver, and erythroblastosis is obviously accelerated by vaccination.

Erythroblastosis is critically dependent on the interplay of EPO and EPOR, respectively [23, 24]. In accordance, extramedullary erythroblasts in the liver apparently display EPO sensitivity, evidenced as *Epor* expression taking approximately the same time-course as that taken by the other erythroid genes in vaccination-protected mice. Moreover, it is remarkable that *Epo* expression also occurs in the liver during extramedullary erythroblastosis. Indeed, there is evidence that EPO is not only produced by kidneys, but also by other cells including hepatocytes [23, 50]. In contrast to *Epor* and the other examined erythroid genes, however, hepatic expression of *Epo* is not accelerated during extramedullary erythroblastosis, rather it is delayed at least for the first 4 days of infections. Maximal *Epo* expression is reached at peak parasitaemia on day 8 *p.i.* both in vaccinated and non-vaccinated mice, but is much higher in vaccinated mice than in non-vaccinated mice, though, incidentally, non-vaccinated mice exhibit a higher peak parasitaemia by about 30% than vaccination-protected mice. The data, therefore, suggest that EPOR-mediated EPO sensitivity by hepatic erythroblasts precedes EPO production in the liver, and that malaria-induced erythroblastosis in the liver may require hepatic EPO particularly at peak parasitaemia. However, it cannot be excluded that hepatic EPO may be also involved in the stimulation of other processes in the liver, which are important to survive blood-stage malaria. For instance, EPO has been recently described to recruit Ly6C^hi^ monocytes in response to liver injury [51] and to stimulate proliferation and phagocytotic activity of Kupffer cells—the liver-resident macrophages known for its capacity of erythrophagocytosing *Plasmodium*-parasitized red blood cells [11, 12, 14–16]. Liver injury does also occur during blood-stage malaria in mice and even humans [11, 52]. Moreover, EPO has been reported to inhibit inflammation and gluconeogenesis in the liver [53]. Attenuated inflammation of the liver and decreased glucose blood levels after crisis was also found in vaccination-protected mice infected with *P. chabaudi* [8, 11].

Extramedullary erythroblastosis in the liver of vaccination-protected mice may be reasonably assumed to contribute to overcome malaria-induced anemia and replenishment of peripheral erythrocytes, whose number is increasingly declining with progressing *P. chabaudi* blood-stage infections. This view is supported by previous results obtained under identical experimental conditions as used here [8]. Indeed, *P. chabaudi*-parasitized erythrocytes begin to appear in peripheral blood of both vaccinated and non-vaccinated mice on day 4 *p.i.*, and peripheral red blood cells in both vaccinated and non-vaccinated mice begin to decrease after day 5 *p.i.*, *i.e.*, from approximately 9 × 10^6^/µl on day 5 *p.i.* to approximately 5.5 × 10^6^/µl on day 6 *p.i.* The lowest levels of approximately 1.8 × 10^6^/µl peripheral red blood cells were reached at peak parasitaemia on day 8 *p.i.* [8]. This very low level of peripheral erythrocytes remains in non-vaccinated mice until deceasing at latest at the end of the crisis phase on approximately day 11 *p.i.*, though there is observable a slight increase of peripheral reticulocytes at that time. In vaccinated mice, however, the increase in peripheral reticulocytes is accelerated and already begins about 1–2 days earlier than in non-vaccinated mice reaching higher levels at the end of crisis on day 11 *p.i.* [8]. This earlier appearance of peripheral reticulocytes may be due to an accelerated terminal erythroid differentiation in vaccination-protected mice, *i.e.*, final denucleation of erythroblasts and release of denucleated reticulocytes into liver sinusoids and blood vessels, respectively, begin 1–2 days earlier in vaccination-protected mice than in unprotected non-vaccinated mice.

The accelerated extramedullary erythropoiesis in the liver of vaccination-protected mice may be also viewed as an important contribution of the liver to the host defense system against blood-stage malaria. At the end of crisis on day 11 *p.i.*, for example, when parasitaemia has dramatically declined to about 1–5% in both vaccinated and non-vaccinated mice, there is accumulated a large excess of peripheral reticulocytes, representing approximately 90% of all peripheral red blood cells, only in vaccination protected mice [8]. This suggests that, at least at that time-point, vaccinated mice are less vulnerable to blood-stage infections, since reticulocytes—in contrast to erythrocytes—are not preferred as host cells by *P. chabaudi* [54]. A major reason for the host cell specificity of *P. chabaudi* for erythrocytes may be that reticulocytes differ from erythrocytes with respect to composition, organization and properties of their plasma membranes [45, 46]. Even erythrocytes during their aging are subjected to modifications in membrane components. For instance, there is evidence for an increase in the ratio of band 4.1a:4.1b during erythrocyte aging [55]. These hub proteins are not only involved in the organizational cross-linking of the spectrin network to the inner surface of red cell plasma membranes [56], but also favour the formation of elliptotic red cells, which are known to hinder red cell invasion by *Plasmodium* parasites [57, 58]. In accordance, there has been previously described a decrease of band 4.1a in erythrocytes of C57BL/10 mice after survival of *P. chabaudi* blood-stage infections [59]. Remarkably, the present study shows that the time course of *Epb4.1* expression differs from that of all the other examined erythroid genes insofar as there is dramatic decline on day 4 *p.i.*, when all other erythroid genes reveal an increased expression. Furthermore, there is ample evidence for other abnormalities, deficiencies and/or mutations of erythrocytes in their membrane or internal constituents which restrict invasion and/or internal survival of malaria parasites, respectively [60, 61]. It is therefore attractive to speculate that the accelerated extramedullary erythroblastosis in the liver of vaccination-protected mice ultimately leads, by the end of crisis phase, to an earlier transient excess of peripheral reticulocytes, being unfavourable for parasite survival, thus resulting in a dramatic decline of potential erythrocyte host cells for *P. chabaudi* parasites. This temporary impairment of parasite multiplication may concomitantly allow the evolvement of immune mechanisms finally contributing to resolve blood-stage infections of *P. chabaudi*.

## Conclusion

This study indicates that vaccination accelerates extramedullary erythroblastosis, induced in the liver by blood-stage malaria of *P. chabaudi,* for 1–2 days. This presumably contributes to earlier replenishment of peripheral red blood cells by liver-derived reticulocytes. This in turn is speculated to favour final survival of otherwise lethal blood-stage malaria, since reticulocytes—in contrast to mature erythrocytes—are known to be not preferred as host cells by *P. chabaudi*.

## Data Availability

The datasets used and/or analysed during the current study are available from the corresponding author on reasonable request. The microarray data have been deposited at the NCBI’s Gene Expression Omnibus (GEO) database with accession number GSE129133.

## Abbreviations

ACYP1: acylphosphatase 1 erythrocyte isozyme
ADD2: adducin2
AHSP: α haemoglobin stabilizing protein
ANK1: ankyrin1
CLDN13: claudin13
CFU-e: colony-forming unit-erythroid
EPB4.1: Erythrocyte membrane protein band 4.1
EPB4.2: Erythrocyte membrane protein 4.2
EPB4.9: Erythrocyte membrane protein 4.9
EPO: erythropoietin
EPOR: erythropoietin receptor
ERMAP: erythroblast membrane associated protein
FCA: Freund’s complete adjuvant
GAPDH: glycerinaldehyd-3-phosphat-Dehydrogenase
GATA1: GATA-binding factor 1
GFI1B: growth factor independent 1B transcriptional repressor
GYPA: glycophorin A
KEL: Kell blood group antigen
KLF1: Krueppel-like factor 1
PCA: principal component analysis
RHAG: Rh-associated glycoprotein
RHD: Rh blood group D antigen
SLC4A1: solute carrier family 4 member 1
SPTA1: spectrin α erythrocytic 1
SPTB: spectrin β erythrocytic
TAL1: T cell acute lymphocytic leukemia protein 1
TMOD1: tropomodulin 1

How the deposited data were processed for this re-analysis (not part of the article)

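RNA from the liver of 30 mice was measured on 30 Agilent mouse arrays with 1 colour, 3 mice in each of 10 groups. The groups were non-vaccinated and vaccinated mice on day 0 and on 4 days after infection. As deposited by the authors, the intensity values per spot came from Agilent Feature Extraction, which, per the file headers, subtracted a spatially fitted background, detrended the signal within the array and put a surrogate in place of signals not above background, with nothing equalized between arrays. The authors made the deposited log2 values from these by background subtraction, rejection of outliers and quantile normalization over all 30 arrays, as the methods state, and the deposited table holds 1 value per probe. Those log2 values lie 1.13 below the ones computed here.

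The background-subtracted signal of the 62976 spots was log2-transformed, quantile-normalized over the 30 arrays and averaged over the spots of each of 55681 probes, after 3671 control spots had been left out. A probe was tested if it was well above background on all 3 arrays of at least 1 group, which left 30706 probes. Between 46.6% and 59.2% of probes were above background on an array, and 0 spots were saturated. Groups were compared with limma 3.58.1 under R 4.3.3 in one model with 10 group means and 20 residual degrees of freedom, and the Benjamini-Hochberg adjustment ran over all tested probes with a threshold of 0.05. Tables were read with data.table 1.17.8, and figures were drawn with matplotlib 3.10.9 under Python 3.11.15. Differences between the changes of the 2 groups over an interval were tested as interaction terms. Means of the 23 genes per mouse were compared with exact two-sided permutation tests, whose smallest *p* with 3 mice against 3 is 0.1. The day 4 comparison was simulated with each probe's residual spread over all 10 groups. Noise was drawn independently for each probe and array, without correlation between genes or slide effects. Under these conditions the model recovered 49.9% of probes changed by 1 on the log2 scale, 85.2% of those changed by 2 and 96.2% of those changed by 3. Of its calls, 4.2% were false.

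The erythroid list holds the 23 genes of the paper, each with its brightest probe, and the probes of Fig. 2 were the alternative. Besides these 23 genes, the 3 probes that rose most and the 3 that fell most among those past the threshold are the ones to be named, for vaccinated against non-vaccinated mice on each day and for day 8 against day 0 in each group, along with the genes of 10 marker lists. Some of these genes are not reported here. The lists cover late erythroid genes outside the 23, proliferation, megakaryocytes and platelets, granulocytes, T and NK cells, B and plasma cells, Kupffer cells, hepatocytes, the interferon response and the acute phase. They were tested between the groups on 5 days with camera and an estimated correlation, adjusted over 50 tests. These choices and the alternatives were set before the data were examined, but the values of the 23 genes printed in Fig. 2 had been seen by then. The alternatives were scaling to the 75th percentile, normexp background correction with an offset of 50, no filter on dim probes, outlier spots left out, the authors' values, the slide, the scan date or the replicate number as a block, only the arrays compared, limma with a trend, the methods' t-test on log2 values or squares, other adjustments, other probes per gene, other gene set tests and leaving out each mouse in turn. Replicate numbers were not taken as pairs, since only 4 of 15 possible pairs had a correlation of residuals above 0.1. The quantitative PCR of the paper is not part of these files and was left out.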

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

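The tests with the slide as a block and with 75th percentile scaling in this part, and the splits of mice for the changes over an interval, were chosen only after the results were seen.

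The change over an interval differed between vaccinated and non-vaccinated mice by limma's interaction test for 1062 probes from day 1 to day 4, 3 from day 4 to day 8 and 3472 from day 8 to day 11. For the first interval, 1 of 100 drawn splits of the mice, the real one, gave as many probes. This is the smallest share the draws can give and argues against chance, but the splits did not hold the slides fixed. The slide as a block gave 1125 probes and 75th percentile scaling 1127, though these counts do not show whether they were the same probes. Counts that did not fall argue against the slides and the quantile method as the whole cause. The different response of vaccinated mice may therefore be biological, as a hypothesis found and tested on the same data. For day 4 to day 8, 12 of 100 splits gave as many probes and chance cannot be excluded. With the slide as a block 0 probes remained past the threshold (against 2416 at an unadjusted *p* under 0.05 with limma in the model without the block), and with 75th percentile scaling there were 11. For day 8 to day 11, 5 of 100 splits gave as many, which does not exclude chance. The count was 775 with the slide as a block and 2680 with 75th percentile scaling. Of the 3472 probes, 753 were past the threshold with the same sign with the slide as a block too, which argues against the slide for these. For the rest it stays open, because the block takes replicate 3 of Vd11, alone on its slide, out of the comparison.

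Outside the 23 genes, 1044 probes differed between vaccinated and non-vaccinated mice on day 1, 261 on day 4 and 6138 on day 11, for which the paper gives no counts. On day 0, before infection, 12 probes differed. In each of these comparisons 1 of 10 splits of the 6 mice, the real one, gave as many probes over all probes. A share of 10 splits is never small enough to exclude chance, so this test decides nothing by itself. The other splits gave at most 19 probes on day 1 and 0 on day 4. On day 11 they gave up to 4188, for replicates 1 and 2 of Nd11 with replicate 1 of Vd11 against the rest, and 1645 for replicate 1 of Nd11 with replicates 2 and 3 of Vd11. The split with 4188 probes kept the slide 2 arrays together and divided slide 5. The split with 1645 probes divided slides 2 and 5, so the slides do not account for it. Both set replicate 1 of Vd11 against replicates 2 and 3 of Vd11. So did the split of replicates 1 and 3 of Nd11 with replicate 1 of Vd11, which gave 6 probes. The liver closest to replicate 1 of Vd11 was replicate 2 of Nd8 (r = 0.9911). Without replicate 1 of Vd11, 8505 probes differed between the groups on day 11. With the slide as a block the counts were 1122, 290 and 2184, and with 75th percentile scaling 1118, 321 and 5493. The values for days 1 and 4 argue against the slide and the quantile method as the whole cause, and the one with 75th percentile scaling argues against the quantile method on day 11. These are counts, which do not show whether the same probes were called. On day 11, 2136 of the 6138 probes were past the threshold with the same sign with the slide as a block too. This argues against the slide for these, and for the rest it stays open for the reason given above. Single mice mattered. The 1044 probes differing between vaccinated and non-vaccinated mice on day 1 became 295 without replicate 1 of Nd1, 427 without replicate 3 of Nd1 and 328 without replicate 3 of Vd1. The day 4 count of 274 was 52 without replicate 1 of Nd4, 122 without replicate 2 and 67 without replicate 3 of Nd4, 52 without replicate 1 of Vd4 and 99 without replicate 3 of Vd4. The 6141 probes differing between vaccinated and non-vaccinated mice on day 11 became 3177 without replicate 2 of Nd11 and 2567 without replicate 3 of Vd11. An effect of vaccination on the response to infection stays open as the biological explanation.

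The proliferation list was lower in vaccinated mice on day 0, with a median of -1.1 on the log2 scale (-1.07 with a gene at its bound) and 0 of 13 genes higher, and the megakaryocyte and platelet list was higher on day 4, with a median of 1.7 (1.66 with a gene at its bound) and 10 of 10 genes higher. Both had an adjusted *p* of 0.0451 by camera over 50 list tests. With the slide as a block the medians were -1.01 and 1.7, which argues against the slide as the whole cause of either. Within slides the proliferation list stood at -0.73 and -1.41, and the megakaryocyte and platelet list at 1.86, 2.12 and 1.02. The calls themselves were fragile. Of the 2 lists, 0 were past the threshold with the slide, the scan date or the replicate number as a block, with normexp or with only the arrays compared, while fry called 8 lists and camera with a preset correlation 17. A difference in proliferating cells before infection, or in megakaryocytes on day 4, may exist, but cells were not counted in these files and their number was not tested.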

How the results depend on the processing

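None of the alternatives in this part was chosen after the results were seen.

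The median difference of the 23 genes between vaccinated and non-vaccinated mice on day 4 was positive under every alternative run for it, from 0.93 with normexp to 2.01 with the probes of Fig. 2, and without 1 mouse from 1.68 to 1.93. All livers stayed on their side of the clustering under every alternative. *Epb4.9* reversed with the probe. In vaccinated mice from day 0 to day 8 its change was -0.51 with the brighter probe (not called), 2.24 with the mean of all probes and 4.99 with the probe of Fig. 2 (both called), and from day 0 to day 11 its brighter probe fell and the probe of Fig. 2 rose in both groups. Of 2622 values of single genes in 130 comparisons under the alternatives, 2372 kept their side of the threshold (38 of them changed sign without a call in either setting), 35 came past it, 213 no longer were and 2, those of *Epb4.9*, reversed. Where a value below moved, the cause was not tested, except that fewer arrays or mice leave fewer degrees of freedom.

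With 75th percentile scaling, 1 erythroid gene changed differently between the groups from day 8 to day 11 and 0 differed between day 8 and day 11 in vaccinated mice. With normexp, 2 probes differed between the groups on day 0, 480 on day 4 and 8 on day 8. Of the erythroid genes, 4 differed between the groups on day 11, 4 in their change from day 8 to day 11, and 11 (non-vaccinated) and 2 (vaccinated) between these days. PC1 took up 61.2%, the time shift was 1.49 days and 0 marker lists were called. Without a filter on dim probes, 24 probes differed on day 0, erythroid genes numbered 5 for the change from day 1 to day 4, 0 from day 8 to day 11, and 3 and 0 between day 8 and day 11 in non-vaccinated and vaccinated mice, and PC1 took up 39.1%. With the slide as a block, 0 probes differed on day 0 and 0 on day 8, and probes differing between vaccinated and non-vaccinated mice on day 11 numbered 2185. Erythroid genes numbered 1 on day 11 (*Epo*), 0 for the changes from day 4 to day 8 and from day 8 to day 11, and 0 between day 8 and day 11 in vaccinated mice, and 0 marker lists were called. With the scan date, 0 probes differed on day 0, 5 on day 8, and 0 marker lists were called. With the replicate number as a block, 0 erythroid genes differed between day 8 and day 11 in vaccinated mice and 0 marker lists were called.

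With only the arrays compared, 0 probes differed between the groups on days 0, 1, 8 and 11, probes differing between vaccinated and non-vaccinated mice on day 4 numbered 571, and probes differing from day 0 in non-vaccinated mice on day 4 numbered 5511. Erythroid genes numbered 0 on day 11, 2 for the change from day 4 to day 8, 0 from day 8 to day 11, 0 between these days in either group, and 0 marker lists were called. With the methods' t-test, 0 probes differed on day 0, 2 on day 1, 85 on day 4, 0 on day 8 and 0 on day 11, and probes differing from day 0 in vaccinated mice on day 11 numbered 9042. Erythroid genes numbered 3 on day 4, 0 on day 11, 4 for the change from day 1 to day 4 and 0 for the later intervals and between day 8 and day 11 in either group. On squares this test gave 5 on day 4 and 0 in those later comparisons. With a trend in limma 22 probes differed on day 0. Adjusted over the list alone, 1 gene differed on day 0, 13 in the change from day 4 to day 8 and 0 between day 8 and day 11 in vaccinated mice. Unadjusted, these were 3, 14 and 3, and 9 in non-vaccinated mice. The probes of Fig. 2 and the mean of all probes each gave 1 gene for the change from day 8 to day 11 and 0 in vaccinated mice between these days. The time shift was 0.6 days on linear signal and 1.48 on squares of the log2 values computed here (the passage gives the one on squares of the authors' values), PC1 took up 66.9% over probes with a range of at least 7 and 39.1% over all non-control probes, and 17 marker lists were called with a preset correlation and 8 by fry.

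Leaving out 1 mouse in turn gave these ranges. Probes differing between the groups numbered 0 to 18 on day 0, 295 to 1315 on day 1, 52 to 208 on day 4, 1 to 61 on day 8 and 2567 to 8505 on day 11. Against day 0 they numbered 2797 to 3979, 2444 to 2606, 16553 to 16982 and 17956 to 18772 on the 4 later days in non-vaccinated and 7609 to 8154, 4822 to 5357, 17457 to 17888 and 14186 to 16717 in vaccinated mice. Erythroid genes differing between the groups numbered 0 to 0, 0 to 1, 8 to 9, 0 to 0 and 1 to 3 on the 5 days, 3 to 9, 0 to 1 and 0 to 3 for the changes over the 3 intervals, and 2 to 8 and 0 to 2 between day 8 and day 11 in non-vaccinated and vaccinated mice. The median difference on day 11 ran from -0.54 to -0.04, the genes highest on day 11 from 18 to 20 and 9 to 17, those with a smaller SD from 2 to 19, PC1 from 53.2 to 55.8%, PC2 from 10.2 to 12.3%, the time shift from 1.74 to 1.96 days and the marker lists from 0 to 2. The mice behind shifts of more than 1.5 times are named in the passages and in the part above, except for these. The median difference on day 11 was -0.54 without replicate 2, -0.06 without replicate 1 and -0.04 without replicate 3 of Nd11. Without replicate 2 of Nd1, 2797 probes differed from day 0 on day 1 and 1 erythroid gene between the groups on day 1. On day 8, 61 and 24 probes differed between the groups without replicates 2 and 3 of Nd8, and 1 without replicate 1 of Nd8 or any mouse of Vd8. The 2 marker lists became 1 without replicate 1 of Nd0, replicate 3 of Vd0 or replicate 2 of Nd1 and stayed 2 without replicate 2 of Nd8, replicates 1, 2 and 3 of Nd11, replicates 2 and 3 of Vd1, replicate 2 of Vd4, replicate 3 of Vd8 or replicate 2 of Vd11, and 0 were called without any other mouse.

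Signal over background limits the rest. Genes at background in both groups give no fold, and a difference at that level can be missed.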

Differences from the paper's values

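Levels are on the squared scale of the paper's Figs. 3 to 6. No test in this part was chosen after the result was seen. The paper also measured selected genes, *Epor* and *Epo* among them, by quantitative PCR. That evidence was left out, so its statements are set against the arrays only.

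For *Ermap* in non-vaccinated mice on day 11, the paper's maximal level is 90, and the value here was 52 ± 1.33 (SD, n = 3). Of the alternatives set before the data were examined, the probes of Fig. 2 (89) and the mean of all probes of the gene (77.4) came within 1.5 times of the paper's value, while 75th percentile scaling (52.1), normexp (27.4), outlier spots left out (52), the authors' values (52), no filter (52) and leaving out 1 mouse (51.3 to 52.5) did not. For the highest maximal level among the cytoskeletal genes in non-vaccinated mice, the paper's value is 50, and the value here was 208 ± 1.93, that of *Epb4.1*. The probes of Fig. 2 came within 1.5 times of the paper's value, while 75th percentile scaling (199), normexp (153), outlier spots left out (208), the authors' values (208), no filter (208), the mean of all probes (80.3) and leaving out 1 mouse (207 to 209) did not.

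The paper states that *Epb4.1* was the exception to significantly higher expression in vaccinated mice on day 4. Here 12 of 23 genes were past the threshold with limma and 11 were not. With the probes of Fig. 2 and the methods' t-test without adjustment 16 were past it, and *Acyp1*, *Ank1*, *Epb4.1*, *Epb4.2*, *Epo*, *Sptb* and *Tmod1* were not. Of these, *Epo* is no departure, since the paper has it equally low in both groups until day 4. *Epor*, which the paper calls on day 4, had a difference of 1.12 that was past the threshold with normexp, with only the arrays compared, adjusted over the list alone and unadjusted. The paper calls *Epb4.1* higher on day 1, where the difference was 0.54 with the probe of Fig. 2, called by limma without adjustment only. The paper calls *Epo* higher in vaccinated mice on day 8. There the ratio of the measured means was 1.72, with *Epo* not well above background in non-vaccinated mice. The difference was called by the methods' t-test without adjustment only.

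The paper has the majority of genes at their maximum on day 8 in vaccinated mice. Here 8 of 23 were highest on day 8 and 14 on day 11, and 9 on day 11 without replicate 2 of Vd8. The paper also has the level kept until day 11, and the median change from day 8 to day 11 in vaccinated mice was 0.11, with 0 genes higher and 1 lower past limma's threshold (3 at an unadjusted *p* under 0.05 by limma and 1 by the methods' t-test). The paper counts *Epb4.9* and *Ermap* among the genes with low levels on day 0, where log2 levels in non-vaccinated mice were 11.04 and 8.05 with the brighter probes, and 1.53 and 2.28 with those of Fig. 2. The paper has expression of the genes rise from day 0 to day 4, and in non-vaccinated mice 18 of 23 rose, or 20 with the probes of Fig. 2.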

Other observations

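The test of the smaller spread on day 11, and the splits of mice for the erythroid genes on days 0, 1 and 8 and between day 8 and day 11, and the look at 3 single genes of the late erythroid list, were chosen only after the results were seen.

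Several explanations were tested for the higher level of the 23 genes in vaccinated mice on day 4. With 75th percentile scaling their median difference was 1.95 and with the slide as a block 1.87, which argues against the quantile method and the slides. Reticulocytes in the blood of the liver could carry late erythroid transcripts, yet the transcription factors *Gata1*, *Klf1*, *Gfi1b* and *Tal1* were higher by a median of 2.35, which argues against reticulocytes as the whole cause. The late erythroid list outside the 23 decides nothing here. Its median was -0.02, but members such as *Hba-a1*, at a log2 level of 16.82 in non-vaccinated mice on day 0, would hide a small share, and 2 members with lower levels on day 0 had higher values on day 4, *Tspo2* by 1.65 (adjusted *p* = 0.00855, limma) and *Trim10* by 1.62 (adjusted *p* = 0.104). A lower share of hepatocyte RNA would raise all other cell types alike, but the mean of the 23 genes rose by 1.1 more than that of the Kupffer cell list in the same mice. A general rise of marrow-type cells stays open. The mean rose by 1.48 more than that of T and NK cells and by 0.99 more than that of B and plasma cells. In neither excess did the mice of the groups overlap. However, the granulocyte list (median 0.74) and the megakaryocyte and platelet list were not set apart from the erythroid one. Erythroid cells maturing earlier in the liver of vaccinated mice is one candidate explanation among those left open.

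Chance was weighed with splits of the mice. For the erythroid genes on day 4 and on day 11, and between day 8 and day 11 in non-vaccinated mice, 1 of 10 splits, the real one, gave as many genes, and in vaccinated mice between these days 2 of 10 did. On days 0, 1 and 8 limma called 0 genes, which fixes the outcome of the splits at 10 of 10 and makes them void (unadjusted, limma called 3, 0 and 0 genes and the methods' t-test called 1, 0 and 1). A share of 10 splits is never small enough to exclude chance, so these splits decide nothing by themselves. The other 9 splits gave 0 genes on day 4 and on day 11. For all probes, 1 of 10 splits, the real one, gave as many in each comparison of the groups on 1 day and of each later day with day 0. For the erythroid genes' changes over an interval, 1 of 100 drawn splits, the real one, gave as many from day 1 to day 4. This is the smallest share the draws can give and argues against chance, but the splits did not hold the slides fixed. From day 8 to day 11, 4 of 100 gave as many, which is under the limit set, but again without the slides held fixed. This count of 2 genes was 0 with the slide as a block, with only the arrays compared and without a filter on dim probes. From day 4 to day 8, 14 of 100 did and chance cannot be excluded.

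On day 11 the median difference of the 23 genes was -0.27 and, with 1 mouse left out, came as near to 0 as -0.04. This lies within the spread between mice, so a single deviating mouse cannot be told apart from a lower level in the group. The smaller standard deviation in vaccinated mice held for 18 of 23 genes, and for 2 without replicate 2 of Nd11, so that mouse may account for it.

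The other marker lists had these median differences between vaccinated and non-vaccinated mice. On day 4 they were 0.17 for T and NK cells, 0.65 for B and plasma cells, 0.64 for Kupffer cells, -0.1 for hepatocytes, -0.8 for the interferon response (0 of 14 genes higher), 0.13 for the acute phase and 0.84 for proliferation. On day 11 they were 1.27 for T and NK cells, 1.01 for B and plasma cells, 0.88 for Kupffer cells, 0.87 for granulocytes and 0.09 for hepatocytes. On day 1 the Kupffer cell list stood at -0.76. The interferon response did not keep its sign over the days. It stood at 0.3 on day 1 (12 of 14 genes higher), -0.63 on day 8 (0 of 14) and 0.25 on day 11 (9 of 14). None of these was past the threshold with camera and an estimated correlation. By fry, the lists of T and NK cells (adjusted *p* = 0.00119), B and plasma cells (0.0245), Kupffer cells (0.00873) and hepatocytes (0.0125) were past it on day 11, as were proliferation on day 4 (0.0284) and Kupffer cells on day 1 (0.00873). Single probes were past limma's threshold on day 11 for 9 of 11 genes of T and NK cells, 5 of 8 of B and plasma cells, 6 of 10 of Kupffer cells and 5 of 14 of hepatocytes, whose mean difference was 0.92.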
